# USP11-mediated LSH deubiquitination inhibits ferroptosis in colorectal cancer through epigenetic activation of CYP24A1

**DOI:** 10.1038/s41419-023-05915-9

**Published:** 2023-07-06

**Authors:** Junyi Duan, Daoyuan Huang, Cheng Liu, Yangbo Lv, Lei Zhang, Fen Chang, Xiangyu Zeng, Li Li, Weiping Wang, Genze Shao

**Keywords:** Ubiquitylation, Colorectal cancer

## Abstract

Ferroptosis is an iron-dependent form of regulated cell death characterized by lipid peroxidation. Colorectal cancer (CRC) cells evade ferroptosis despite their requirement of substantial iron and reactive oxygen species (ROS) to sustain active metabolism and extensive proliferation. However, the underlying mechanism is unclear. Herein, we report the role of lymphoid-specific helicase (LSH), a chromatin-remodeling protein, in suppressing erastin-induced ferroptosis in CRC cells. We demonstrate that erastin treatment leads to dose- and time-dependent downregulation of LSH in CRC cells, and depletion of LSH increases cell sensitivity to ferroptosis. Mechanistically, LSH interacts with and is stabilized by ubiquitin-specific protease 11 (USP11) via deubiquitination; this interaction was disrupted by erastin treatment, resulting in increased ubiquitination and LSH degradation. Moreover, we identified cytochrome P450 family 24 subfamily A member 1 (*CYP24A1*) as a transcriptional target of LSH. LSH binds to the *CYP24A1* promoter, promoting nucleosome eviction and reducing H3K27me3 occupancy, thus leading to transcription of *CYP24A1*. This cascade inhibits excessive intracellular Ca^2+^ influx, thereby reducing lipid peroxidation and ultimately conferring resistance to ferroptosis. Importantly, aberrant expression of USP11, LSH, and CYP24A1 is observed in CRC tissues and correlates with poor patient prognosis. Taken together, our study demonstrates the crucial role of the USP11/LSH/CYP24A1 signaling axis in inhibiting ferroptosis in CRC, highlighting its potential as a therapeutic target in CRC treatment.

## Introduction

Ferroptosis, a form of iron-dependent lipid peroxidation-regulated cell death (RCD), is governed by intricate signaling networks [1, 2]. Dysregulation of the cystine/glutamate antiporter (system xc-) and antioxidative systems can trigger ferroptosis. Mechanistically, carrier family 7 member 11 (SLC7A11) supplies cysteine for glutathione (GSH) synthesis, which is then utilized by GSH-dependent glutathione peroxidase 4 (GPX4) to inhibit ferroptosis through catalyzing lipid peroxide degradation [3]. Additionally, suppressor protein 1 (FSP1), dihydroorotate dehydrogenase (DHODH), and GTP cyclohydrolase 1 (GCH1) can inhibit lipid peroxidation in a GPX4/GSH-independent manner [4–6]. Metabolic disturbances, such as an imbalance of intracellular iron pool, and unsaturated fatty acid synthesis and catabolism can also induce ferroptosis [7]. Ferroptosis is implicated in various physiological processes (e.g., antiviral immunity, aging) and pathological conditions (e.g., degenerative diseases, ischemia-reperfusion injury, cancer) [7, 8]. Malignant cells with characteristics such as resistance to chemotherapy or radiotherapy, poor differentiation, or high metastatic potential tend to be more susceptible to ferroptosis due to their metabolic reprogramming [9], indicating an unusual vulnerability exploited for targeted therapeutic opportunities. Clinical trials have demonstrated the potential efficacy of inducing ferroptosis in certain cancers, and induction of ferroptosis combined with other conventional cancer therapies has also demonstrated promising synergistic effects in preclinical cancer models [10–12]. Interestingly, colorectal cancer (CRC) cells require significant iron and reactive oxygen species (ROS) to sustain their active metabolism and proliferation [13, 14]. However, they exhibit resistance to ferroptosis, suggesting CRC cells have evolved sophisticated strategies to evade this form of cell death. Nevertheless, the underlying mechanisms of ferroptosis evasion in CRC cells remain poorly understood.

Lymphoid-specific helicase (LSH) belongs to the sucrose non-fermentable 2 family of ATP-dependent chromatin remodelers [15], and is involved in DNA methylation, nucleosome remodeling, histone modifications, heterochromatin formation, and DNA damage repair [16]. Through epigenetic modulation of chromatin structure and accessibility, LSH regulates the transcription of genes critical for stem cell pluripotency, lymphocyte development, immune regulation, and DNA replication [16–20]. LSH has recently gained attention for its regulation of ferroptosis-associated genes that play a crucial role in lipid peroxidation, ROS accumulation, and iron pool imbalance, which are key inducers of ferroptosis. For instance, LSH promotes *SLC7A11* transcription to facilitate cystine uptake, thereby inhibiting ferroptosis in leukemia [21]. Another repressive role of LSH in ferroptosis is to recruit WDR76 to the promoters of *SCD1* and *FADS2*, the upregulation of which could further increase GPX4 expression, elevate GSH/GSSG ratio, reduce ROS levels, and decrease iron concentration [22]. Additionally, LSH upregulates the expression of cystathionine-β-synthase (CBS), a vital enzyme in the transsulfuration pathway of cysteine synthesis, thus enhancing cellular antioxidant capacity against ferroptosis [23]. This ferroptosis-suppressive role of LSH is mediated through the LSH/EAVL1-mediated upregulation of LINC00336, a long noncoding RNA that competitively binds to *CBS* mRNA with miR-6852, preventing *CBS* degradation [23]. LSH also suppresses the expression of P53RRA, a long noncoding RNA that promotes ferroptosis in a p53-dependent manner in lung cancer [24]. However, the precise mechanism by which LSH regulates ferroptosis under different physiological and pathological conditions, especially CRC, remains largely unexplored. Moreover, knowledge regarding the regulatory mechanism of LSH protein stability during ferroptosis is limited.

Here we reported the role and underlying mechanism of LSH in the suppression of ferroptosis in CRC. We identified the USP11/LSH/CYP24A1 axis as an important pathway that inhibits ferroptosis.

## Materials and methods

### Plasmid construction

The coding sequences of USP11, LSH, and CYP24A1 were amplified from the GES-1 cDNA and cloned into different vectors to generate plasmids with various tags. Truncations containing the CYP24A1 promoter sequence were amplified from HCT116 genomic DNA. Ub mutant (K11R, K48R, K11 & K48R) and USP11 mutant (C318A) plasmids were obtained using the Fast Mutagenesis System (FM111-01, TransGen). The primer sequences are provided in Supplementary Tables S1–S3.

### Cell culture and reagents

Cell lines derived from Prof. Shao and Prof. Tong lab were used. All cell lines were authenticated and cultured according to ATCC standards. Reagents used in cell culture were as follows: Fetal bovine serum (SH30406.05, HyClone), penicillin/streptomycin (15140148, Thermo), erastin (S7242, Selleck), ferrostatin-1 (S7243, Selleck), vitamin D3 (S4063, Selleck), mitoxantrone (S1210, Selleck), MG132 (S2619, Selleck), puromycin (S7417, Selleck), cycloheximide (S7418, Selleck), bafilomycin A1 (S1413, Selleck), ketoconazole (HY-B0105, MCE), and CoCl_2_ (232696, Sigma-Aldrich).

### Stable cell lines construction

*LSH*, *USP11*, and *CYP24A1* knockout cell lines (LSH-KO, USP11-KO, CYP24A1-KO), knockdown cell lines (shLSH, shUSP11, shCYP24A1), and stably overexpressing cell lines were generated using the psPAX2 and pMD2.G lentiviral packaging systems. Briefly, a certain proportion of lentiviral plasmids were transferred into HEK293T cells, after 72 h, the viral supernatant was harvested to infect target cells at 50% confluence with 5 μg/ml polybrene (40804ES76, Yeasen). After 48 h, puromycin was added to screen positive cell pools or clones.

### Liquid chromatography-tandem mass spectrometry

Immunoprecipitated proteins were separated by SDS-PAGE gel, stained with Coomassie blue and decolorized. Cut off the protein bands on the gel and use the NanoLC-Q EXACTIVE Mass Spectrometer (Thermo Fisher Scientific) for further mass spectrometry analysis.

### RNAi and transfection

siRNAs were purchased from GenePharma (Suzhou, China), and Lipofectamine RNAiMAX Reagent (13778-150, Invitrogen) was used for transfection. Briefly, 30% confluent cells were transfected with siRNA. After 48 h, replaced the medium and harvested the cells at 72 h. The target siRNA sequences are provided in Supplementary Table S4.

### Western blot

Cells were lysed in RIPA buffer (50 mM Tris-HCl at pH 7.4, 150 mM NaCl, 1% NP-40, 1% sodium deoxycholate, 0.1% SDS) with cocktail (protease inhibitor). The protein supernatant was collected by centrifugation and the concentration was quantified. The proteins were transferred onto the PVDF (GE) membrane by electrophoresis and electrical transfer. Membranes were blocked with 5% non-fat milk and incubated with primary antibodies overnight at 4°C. On the second day, membranes were incubated with secondary antibodies for 1 h at RT. Images were obtained by X-ray film exposure. The antibodies used for western blot (WB) analysis were USP11 (Abcam, ab109232), LSH (Sigma, HPA063242), CYP24A1 (Sigma, HPA022261), GPX4 (Abcam, ab125066), SLC7A11 (CST, 12691), Multi-Ub (MBL, D058-3), Flag-tag (Sigma, F3165), HA-tag (CST, 3724), MYC-tag (MBL, M192-3S), His-tag (MBL, D291-3S), H3K27me3 (Abcam, ab192915), β-actin (Sigma, 4930), Tubulin (Sigma, T9026), H3 (CST, 60932), and horseradish peroxidase (HRP)-conjugated secondary antibodies (Jackson, 111-035-003; 115-035-003).

### Co-immunoprecipitation

Cells were lysed in IP lysis buffer (50 mM Tris-HCl at pH 7.4, 150 mM NaCl, 1 mM EDTA, 0.3% NP-40) with cocktail, sonicated, and then centrifuged. The protein supernatant was incubated with 2 μg antibodies and 20 μL protein A/G agarose (Santa Cruz, sc-2003) at 4 °C for 6 h. The immunoprecipitates were washed, eluted, and analyzed by WB.

### Protein expression and purification

Flag-tagged USP11 proteins were obtained in vitro using a TNT® T7 Quick Coupled Transcription/Translation System (Promega, L1171). GST-tagged proteins were obtained from *E. coli*. Briefly, bacteria were induced with 0.5 mM isopropyl-d-1-thiogalactopyranoside (IPTG) at 30 °C for 6 h, sonicated in cold PBS with 1 mM phenylmethylsulfonyl fluoride (PMSF). The protein supernatant obtained by centrifugation was incubated with 50 μL Glutathione Sepharose 4B resins (YEASEN, 20507ES10) at 4 °C overnight. The immobilized proteins on the resins were washed and eluted using elution buffer (50 mM Tris-HCl, pH 8.0, 10 mM reduced glutathione, 1 mM DTT). To prepare ubiquitinated LSH, HEK293T cells were transfected with Flag-LSH and HA-Ub, and lysed for co-immunoprecipitation (Co-IP). HA beads were used for the initial purification, and the eluted proteins were further purified with Flag M2 beads.

### GST pull-down assay

The GST, GST-LSH, and its truncations bound to Glutathione Sepharose 4B resins were incubated with in vitro translated Flag-tagged USP11 in binding buffer (50 mM Tris-HCl pH 7.4, 150 mM NaCl, 0.2% Triton X-100, 10% glycerol, 1 mM DTT, cocktail) at 4 °C overnight, respectively. Subsequently, the resins were washed and eluted for further WB analysis.

### In vivo ubiquitination

Cells were lysed in denaturing buffer (8 M urea, 20 mM Tris-HCl pH 8.0, 200 mM NaCl, 0.05% NP-40, 15 mM imidazole) and sonicated. The cell extracts were incubated with Ni-NTA beads (QIAGEN; 30230) at 4 °C for 6 h. Washed the beads and added the same volume of denaturing buffer containing 2× SDS-loading buffer and boiled for 10 min, and the supernatant was analyzed by WB.

### In vitro deubiquitination

Flag-LSH conjugated with HA-Ub was reacted with GST-USP11 or GST-USP11 mutant (C318A) in deubiquitination buffer (50 mM Tris-HCl, pH 7.5, 100 mM NaCl, 5 mM MgCl_2_, 10 mM DTT, 5% glycerin) at 37 °C for 2 h. After centrifugation, the supernatant was used for WB detection.

### Immunofluorescence

Cells seeded on coverslips at a suitable confluence were fixed in 4% paraformaldehyde for 15 min, washed, permeabilized with 0.5% Triton X-100 for 10 min. After blocking with 5% goat serum, cells were incubated with primary antibodies at 4 °C overnight. The next day, cells were washed and incubated with secondary antibodies and Hoechst 33342 (Invitrogen) for 1 h at RT. The coverslips were mounted and images were captured using a Zeiss Axiolmager M2 microscope. Antibodies were USP11 (Proteintech, 22340-AP), LSH (Santa Cruz, sc-46665), fluorescent secondary antibodies (Jackson, 111-585-003; 115-545-003).

### RNA extraction, RT-qPCR, and RNA-sequencing

RNA was extracted and converted to cDNA using a Reverse Transcription Kit (MF011-T, mei5bio). Quantitative PCR (qPCR) was performed on an Applied Biosystems 7500 Real-Time PCR System using SYBR Green qPCR Mix (Selleck, B21703). The primers used for qPCR analysis are provided in Supplementary Table S5. Whole transcriptome sequencing was performed at the Beijing Genome Institute (BGI).

### GPx activity, GSH, and GSSG measurement

Glutathione peroxidase (GPx) activity was tested using a Glutathione Peroxidase Test Kit (Beyotime, S0056). Glutathione (GSH) and glutathione disulfide (GSSG) were measured using a Glutathione Peroxidase Test Kit (Beyotime, S0053).

### Lipid peroxidation detection

Cells were harvested, washed, and incubated with 5 µM BODIPY 581/591 C11 dye (Invitrogen, D3861) in PBS at 37 °C for 0.5 h. Subsequently, cells were washed and resuspended in PBS. A total of 20,000 cells per sample were analyzed for lipid peroxidation levels using the FL1 channel of a Becton Dickinson FACS-Calibur2 machine. Images were acquired using Flowjo10.8.1 software.

### Intracellular Fe^2+^detection

Cells were seeded in 35 mm glass-bottom culture dishes (EpiZyme, BDD012035), washed with HBSS buffer, and incubated with 1 μM FerroOrange (DOJINDO, F374) in HBSS at 37°C in a containing a 5% CO_2_ incubator for 0.5 h. Afterward, cells were stained with Hoechst 33342 (Invitrogen) for 5 min at RT. Live cell images were captured using a Nikon A1-R microscope.

### Intracellular Ca^2+^ detection

Cells were collected, washed, and incubated with 2.5 μM Fluo-4 AM (F14201, Thermo) in HBSS at 37 °C for 40 min in the dark. Then cells were resuspended in HBSS containing 1% FBS at 37 °C for 10 min. A total of 20,000 cells per sample were analyzed for Ca^2+^ levels using the FL1 channel of a Becton Dickinson FACS-Calibur2 machine. Images were acquired using Flowjo10.8.1 software.

### Cell viability and proliferation detection

In all, 3000 cells were seeded in each well of 96-well plate. After treatment with the indicated drugs, cells were incubated with fresh medium containing 10% Cell Counting Kit-8 (CCK8) reagent (DOJINDO, CK04) at 37 °C for 2 h, and the absorbance was measured at 450 nm using a FLUO star Omega microplate reader (BMG Labtech).

### Colony formation assay

In all, 1000 cells/well were seeded in six-well plate. Cells were treated with the indicated drugs for 24 h and then cultured in fresh medium for 14 days. Colonies were fixed with 4% paraformaldehyde for 20 min, stained with 0.5% crystal violet (E607309-0100) for 5 min, and washed with clean water.

### Luciferase reporter assay

The dual-luciferase reporter assay was performed according to the instructions of the kit (Promega, E1910). Briefly, the appropriate proportion of plasmids were transferred into HEK293 cells, then the cells were washed and lysed at 4 °C for 10 min. The supernatant of the lysate was transferred to 96-well plates and incubated with firefly luciferase. Each sample was analyzed in triplicate. Luciferase activity was assayed using a Gen5 microplate reader (BIOTEK) and Renilla luciferase was used as an internal reference.

### ChIP assay

Cells were crosslinked with 1% formaldehyde for 15 min at RT and neutralized with glycine to a final concentration of 125 mM. Then, cells were washed, lysed in lysis buffer (50 mM Tris-HCl pH 8.0, 5 mM EDTA, 1% SDS), and sonicated. After centrifugation, the supernatant was diluted in dilution buffer (20 mM Tris-HCl pH 8.0, 150 mM NaCl, 2 mM EDTA, 1% Triton X-100) and incubated with 2 μg ChIP-grade antibodies at 4 °C overnight. The following day, 20 μL Protein A/G agarose (Santa Cruz, sc-2003) were added and incubated for an additional 3 h at 4 °C. Beads were washed and eluted with 100 µL elution buffer (1% SDS, 100 mM NaHCO_3_). The eluent was incubated in a water bath at 60 °C for 8 h, followed by additional incubation with 20 µL proteinase K (NEB, P8107S) and 20 µL RNaseA (NEB, T3018L) at 45 °C for 1 h. DNA was purified using a PCR purification kit (QIAGEN, 28106) and analyzed by qPCR. The primer sequences are provided in Supplementary Table S5. Antibodies used were LSH (Abcam, ab3851), H3 (Abcam, ab1791), H3K4me3 (Abcam, ab8580), H3K9me3 (Abcam, ab8898), H3K27me3 (Abcam, ab192985), H3K36me3 (Abcam, ab9050), H3K18ac (Abcam, ab1191), H3K27ac (Abcam, ab4729), normal IgG (CST, 2729; 61656).

### Micrococcal nuclease mapping assay

The micrococcal nuclease (MNase) mapping assay was performed as previously described [25, 26]. Briefly, cells were harvested, washed with PBS, and resuspended in hypertonic buffer A (300 mM sucrose, 2 mM Mg-acetate, 3 mM CaCl_2_, 10 mM Tris (pH 8.0), 0.1% Triton X-100, and 0.5 mM DTT) at a concentration of 1 × 10^8^ cells/ml. The suspension was incubated on ice for 5 min, followed dounced with a 2 ml dounce homogenizer 20 times. Nuclei were collected by centrifuging at 720 g for 5 min at 4 °C, washed twice with buffer A, and resuspended in buffer D (25% glycerol, 5 mM Mg-acetate, 50 mM Tris (pH 8.0), 0.1 mM EDTA, 5 mM DTT). The nuclei were collected, washed twice with buffer D, and resuspended in buffer MN (60 mM KCl, 15 mM NaCl, 15 mM Tris (pH 7.4), 0.5 mM DTT, 0.25 M sucrose, 1.0 mM CaCl_2_). The nuclei were incubated with 0, 1, 10, and 100 units of MNase (NEB, M0247S) per reaction at 37 °C for 15 min. The reactions were then terminated with by adding EDTA and SDS to final concentrations of 12.5 mM and 0.5%, respectively. DNA was visualized by electrophoresis with a 2% agarose gel, and the mono-nucleosome-sized DNA fragments were extracted by QIAquick Gel Extraction Kit (QIAGEN, 28704) for subsequent quantitative PCR analysis. The Primers used in this assay are provided in Supplementary Table S6.

### Transmission electron microscopy

Samples were prepared as described previously [27]. Subsequently, the samples were observed using a Spirit transmission electron microscope (FEI Company) operating at 100 kV. Digital images were captured using an AMT imaging system at a high-resolution electron microscopy facility.

### In vivo xenograft

In all, 24 5-week-old female athymic BALB/c nude mice with comparable body weight were randomly assigned to 4 groups, with 6 mice per group. Each mouse was subcutaneously injected with a 100 µL tumor cell dilution containing 1 × 10^6^ cells into the right flank. Tumor growth was monitored and measured using calipers for a duration of 20 days post-injection, with tumor volume calculated using the formula: *V* = length × width^2^ × 1/2. Mouse weight was recorded every 3 days until the study endpoint.

### Immunohistochemistry

Tissues were fixed in formalin, embedded in paraffin, and sliced into thin sections. Samples were dewaxed, rehydrated, and then antigen repaired using 0.1 M EDTA (pH 9.0) at 100 °C for 20 min. Subsequently, samples were treated with 3% H_2_O_2_ in the dark for 10 min. Next, the samples were blocked with 5% goat serum at RT for 1 h and incubated with primary antibodies at 4 °C overnight. On the second day, the samples were washed, incubated with HRP-conjugated secondary antibodies for 1 h at RT, and stained with DAB (ZSGB-BIO, ZLI-9018). Finally, the samples were dehydrated using increasing concentrations of ethanol. Antibodies were USP11 (Proteintech, 22340-AP), LSH (Sigma, HPA063242), CYP24A1 (Sigma, HPA022261), 4-HNE (Abcam, ab46545), and Ki-67 (Abcam, ab15580).

### Statistical analysis

Statistical data are presented as mean ± SD. Student’s *t* test (two-tailed), one-way analysis of variance (ANOVA) with Tukey’s test, *χ*^2^ test, and Linear regression analysis were performed using GraphPad Prism software (version 8.0). RNA-seq differential gene analysis, Pearson’ correlation, and Fisher’ exact test were performed using R software. *P* > 0.05 (ns: non-significant); *P* < 0.05 was considered statistically significant; *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

## Results

### LSH is aberrantly expressed in CRC

To investigate the potential association between LSH and CRC, we performed bioinformatics analysis using the TCGA and CPTAC databases. We found that LSH was highly expressed and positively correlated with lymph node metastasis in CRC (Fig. 1A). We further examined LSH expression in clinical CRC patients and observed higher levels of LSH in cancer tissues compared to adjacent tissues, both at the mRNA and protein levels. (Fig. 1B). Moreover, we found overexpression of LSH was positively correlated with early-to-mid clinical staging, particularly in stages I-III of CRC (Fig. 1C). These results suggest that LSH overexpression may play an important role in CRC tumorigenesis and development.

**Fig. 1:**
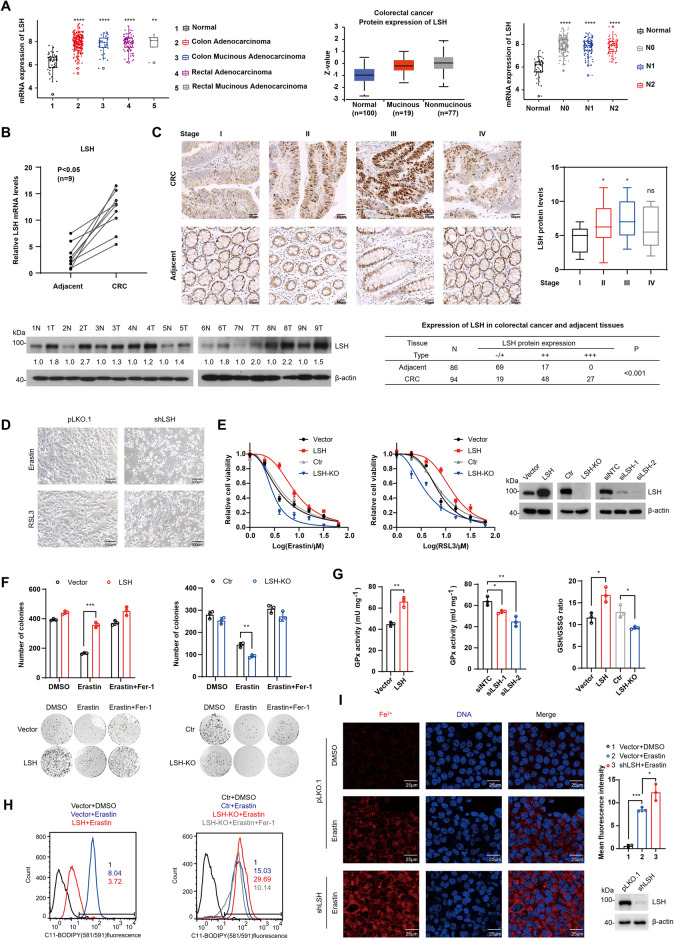
Upregulation of LSH expression inhibits ferroptosis in CRC. **A** Analysis of LSH expression in CRC and normal tissues from TCGA and CPTAC databases (Nx represents the extent of CRC lymph node metastasis). **B** RT-qPCR (top) and WB (bottom) analyses of LSH expression levels in paired CRC samples. N, adjacent normal tissues; T, CRC tumor tissue (*n* = 9). **C** Immunohistochemical analysis of LSH expression in paired CRC samples at different clinical stages. Scale bar: 50 μm. Statistical results are included (right). The *P*-value was calculated using the χ^2^ test (bottom). **D** Representative images showing cell death. SW620 cells were treated with erastin (20 μM) or RSL3 (20 μM) for 24 h. Scale bar, 500 μm. **E** HCT116 cells overexpressing or depleted of LSH were treated with different concentrations of erastin or RSL3 for 24 h, and cell viability was assayed. Values are presented as mean ± SD (*n* = 3). **F** Clonal expansion analysis of HCT116 cells overexpressing or depleted of LSH. The cells were incubated with erastin (20 µM) for 24 h or Fer-1 (5 µM) for 20 h. Values are presented as mean ± SD (*n* = 3). **G** Intracellular GPx activity and GSH and GSSG levels were measured in LSH overexpressing or LSH-deficient HCT116 cells. Values are presented as mean ± SD (*n* = 3). **H** Analysis of lipid peroxidation in LSH overexpressing or LSH-deficient cells treated with erastin (20 μM) for 24 h or Fer-1 (5 μM) for 20 h. **I** Intracellular Fe^2+^ levels were examined in cells incubated with DMSO or erastin (20 µM) for 24 h using laser scanning confocal microscopy with FerrOrange staining. Scale bar, 25 µm.

### LSH is essential to inhibit erastin-induced ferroptosis in CRC cells

To investigate whether upregulated LSH is associated with ferroptosis evasion in CRC cells, we induced ferroptosis in CRC cells using two ferroptosis activators, erastin and RSL3. The results showed that LSH knockdown or LSH knockout (LSH-KO, Fig. S1B) resulted in substantial cell death when treated with erastin or RSL3, compared to the control (Fig. 1D, E). Conversely, cells overexpressing LSH exhibited increased resistance to these drugs, particularly erastin (Fig. 1E). These results were further confirmed through colony formation assays (Fig. 1F). Notably, erastin-induced ferroptosis was significantly alleviated by treatment with an iron-chelating agent ferrostatin-1 (Fer-1) 2 (Fig. 1F). Glutathione peroxidase (GPx) plays an antioxidant role in ferroptosis by converting lipid peroxides to lipid alcohols through reduced GSH, thereby protecting cells from membrane oxidation damage [28]. We observed that LSH expression positively correlated with intracellular GPx activity and GSH generation, while LSH-deficient cells exhibited the opposite effect (Fig. 1G). Since an increase in lipid peroxides is another crucial signal for ferroptosis [29], the fluorescent probe-C11-BODIPY was used to measure lipid peroxidation levels. We found that LSH overexpression repressed lipid peroxidation, while LSH depletion increased it, which could be rescued by Fer-1 treatment (Fig. 1H). Excess iron triggers ferroptosis by generating hydroxyl radicals through the iron-dependent Fenton reaction and activating iron-containing lipoxygenase, resulting in ROS accumulation and lipid peroxidation [30, 31]. Accordingly, we observed significantly higher Fe^2+^ levels in LSH-deficient cells compared to control cells after erastin treatment (Fig. 1I). Taken together, these findings indicate that LSH inhibits erastin-induced ferroptosis in CRC cells.

### LSH is destabilized during erastin-induced ferroptosis

Notably, when ferroptosis was induced by erastin in CRC cells, as indicated by an increase in SLC7A11 expression levels and a decrease in GPX4 expression levels, we observed a sharp decrease in LSH protein levels (Fig. 2A). Considering that downregulation of LSH may be achieved through erastin-induced transcriptional repression, we performed an RT-qPCR to test this hypothesis. Surprisingly, the levels of LSH mRNA were not significantly affected by these processes (Fig. 2A). As erastin-induced reduction of LSH could be restored by treatment with MG132 but not bafilomycin A1 (Fig. 2B), we presumed that LSH is degraded via the ubiquitin-proteasome pathway in erastin-induced ferroptosis. Supporting this assumption, increased ubiquitination of LSH was observed following erastin treatment (Fig. 2C). Collectively, these results suggest that erastin-induced destabilization of LSH during ferroptosis is related to ubiquitin-proteasome system (UPS).

**Fig. 2:**
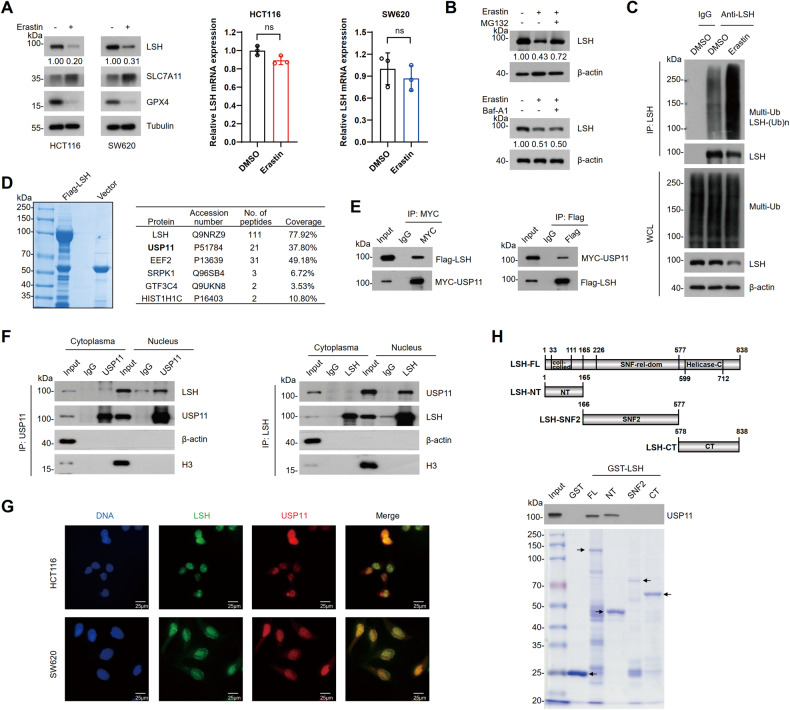
LSH is degraded upon erastin treatment and interacts with USP11. **A** Protein and mRNA expression of LSH were analyzed by WB (left) or RT-qPCR (right) in HCT116 and SW620 cells that treated with erastin (20 μM) for 24 h. Values are presented as mean ± SD (*n* = 3). **B** WB analysis of HCT116 cells that were treated with erastin (20 µM) for 16 h, then were incubated with MG132 (20 μM) for 6 h or Baf-A1 (1 µM) for 16 h. **C** HCT116 cells incubated with DMSO or erastin (20 µM) for 24 h were subjected to Co-IP with control IgG or LSH antibodies. Ubiquitination of LSH was analyzed by WB. **D** Liquid chromatography-tandem mass spectrometry analysis of Flag-LSH immunoprecipitated proteins from HCT116 cells (left). Representative peptide fragment counts and peptide coverage of indicated proteins are shown (right). **E** Co-IP analysis of the interaction between Flag-LSH and MYC-USP11 in HEK293T cells. MYC-IP (left); Flag-IP (right). **F** Cytoplasmic and nuclear extracts from HCT116 cells were fractionated for Co-IP using USP11 or LSH antibody. USP11-IP (left); LSH-IP (right). **G** Immunofluorescence analysis of USP11 and LSH in HCT116 and SW620 cells. Scale bar, 25 μm. **H** Mapping of the region in LSH that interacts with USP11. A schematic diagram of the constructed LSH truncations (top) and purified proteins with Coomassie blue staining (bottom) are shown.

### LSH associates with USP11

To investigate the regulation mechanism of LSH, liquid chromatography-tandem mass spectrometry was conducted. USP11, a cysteine protease of the ubiquitin-specific protease family (USPs) [32], was identified as an LSH-interacting protein (Fig. 2D). Additionally, histone cluster 1 H1 family member c (HIST1H1C), a previously known LSH-interacting protein [33] was also identified (Fig. 2D). Moreover, Co-IP experiments confirmed an obvious interaction between LSH and USP11, primarily within the nuclei of HCT116 cells (Fig. 2E, F). Consistently, immunofluorescence staining further demonstrated colocalization of endogenous LSH and USP11 within the nuclei of HCT116 or SW620 cells (Fig. 2G). Furthermore, the GST pull-down assay showed that LSH directly interacts with USP11 through its amino terminus (Fig. 2H).

### USP11 stabilizes LSH by deubiquitination

To determine the role of USP11 in regulating LSH stability in CRC cells, USP11 was overexpressed or knocked down in HCT-8, HT-29, or HCT116 cells, and LSH protein levels were examined. It was observed that overexpression of USP11 resulted in a significant increase in LSH protein levels (Fig. 3A, B), while USP11 knockdown had the opposite effect, with no notable change in LSH mRNA levels (Fig. 3A–C). As USP11 is a deubiquitinase (DUB), we tested whether its DUB activity is required for stabilizing LSH. Treatment of HCT116 and SW620 cells with mitoxantrone (MTX), a USP11 enzyme activity inhibitor [34], led to a pronounced reduction in LSH protein levels (Fig. 3D). Consistently, overexpression of wild-type USP11 (WT) but not the catalytically inactive mutant (C318A) increased LSH protein levels (Fig. 3E). The cycloheximide (CHX) chase assay further confirmed that overexpression of USP11, but not the C318A mutant, significantly enhanced LSH stability, whereas USP11 knockdown had the opposite effect (Fig. 3F). These results indicate that the DUB activity of USP11 is essential for regulating LSH stability.

**Fig. 3:**
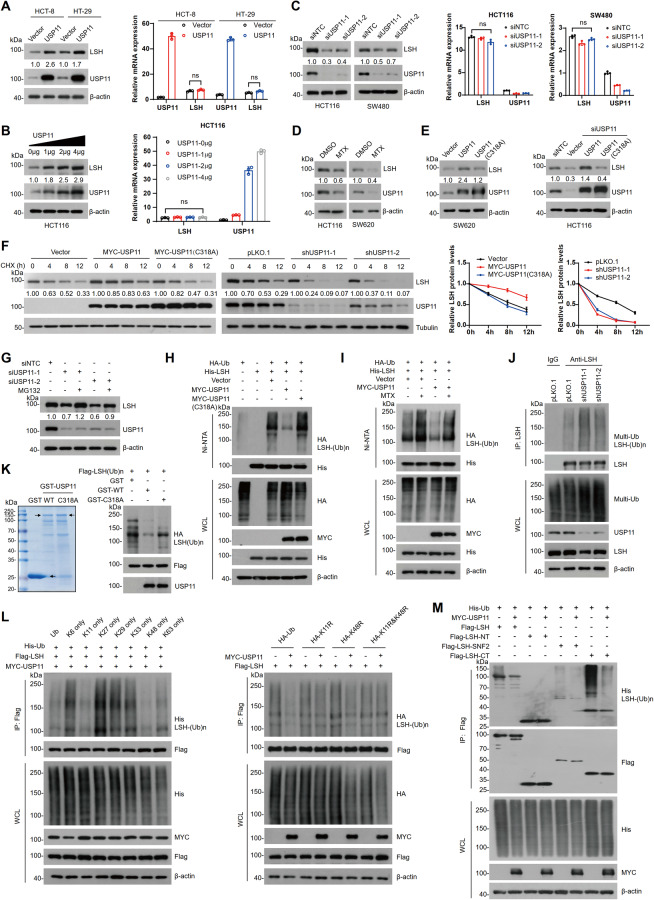
USP11 stabilizes LSH by deubiquitination. **A** HCT-8 and HT-29 cells transfected with control or USP11 plasmids were lysed for WB (left) and RT-qPCR (right) analyses. Values are presented as mean ± SD (*n* = 3). **B** HCT116 cells transfected with different doses of USP11 plasmids were collected for WB (left) and RT-qPCR (right) analyses. Values are presented as mean ± SD (*n* = 3). **C** SW480 and HCT116 cells transfected with control or USP11 siRNAs were collected for WB (left) or RT-qPCR analyses (right). Values are presented as mean ± SD (*n* = 3). **D** HCT116 and SW620 cells treated with DMSO or MTX (1 μM) for 12 h were lysed for WB analysis. **E** Cells transfected with control, USP11, or USP11 mutant (C318A) plasmids were lysed for WB analysis. **F** Cells were treated with cycloheximide (CHX, 50 μg/ml) for the indicated times and harvested for WB analysis with the indicated antibodies. Quantification was performed and normalized to tubulin levels. Values are presented as mean ± SD (*n* = 3). **G** HCT116 cells transfected with control or USP11 siRNAs were treated with DMSO or MG132 (20 μM) for 6 h and lysed for WB analysis. **H** HEK293T cells transfected with the indicated plasmids were incubated with MG132 (20 µM) for 6 h. Cells were lysed for the Ni-NTA pull-down assay, and ubiquitination of LSH was analyzed by WB. **I** HEK293T cells transfected with the indicated plasmids were treated with DMSO or MTX (1 μM) for 12 h and MG132 (20 µM) for 6 h. Cell lysates were analyzed as described above. **J** HCT116 cells were lysed for Co-IP with IgG or LSH antibodies, and ubiquitination of LSH was analyzed by WB. **K** In vitro deubiquitination (right). Purified GST, GST-USP11, and GST-USP11 (C318A) are shown (left). **L**, **M** HEK293T cells transfected with the indicated plasmids were incubated with MG132 (20 µM) for 6 h. Cells were lysed for Flag-IP and ubiquitination of LSH was analyzed by WB.

To further confirm that USP11 stabilizes LSH through deubiquitination, USP11-deficient HCT116 cells were treated with MG132, and the LSH protein levels were examined. We found that USP11 depletion caused a remarkable decrease in LSH, which was rescued by MG132 treatment, suggesting that USP11-mediated stabilization of LSH is associated with the ubiquitin-proteasome pathway (Fig. 3G). In vivo ubiquitination experiments indicated that LSH ubiquitination levels were markedly decreased in the presence of WT USP11, but not its mutant (C318A) (Fig. 3H). Similarly, USP11-mediated decrease in LSH ubiquitination was restored by MTX treatment (Fig. 3I). Furthermore, the ubiquitination levels of endogenous LSH were increased upon USP11 depletion (Fig. 3J); and USP11 was capable of directly deubiquitinating LSH in vitro instead of its C318A mutant (Fig. 3K). Moreover, we also showed that USP11 primarily removes K11 and K48 ubiquitin chains, located at the C-terminus of LSH (Fig. 3L, M). These findings confirm that USP11 stabilizes LSH by deubiquitination.

### USP11 alleviates erastin-mediated degradation of LSH

To investigate the involvement of USP11 in erastin-induced degradation of LSH, we examined the LSH protein levels in HCT116 cells treated with erastin. As shown in Fig. 4A–D, LSH protein levels gradually decreased over time or in a dose-dependent manner upon erastin treatment. Concurrently, there was an increase in SLC7A11 expression and a decrease in GPX4 expression, while the expression levels of USP11 remained unchanged. Importantly, forced expression of USP11 remarkably mitigated erastin-induced degradation of LSH, whereas USP11 knockout (USP11-KO, Figure S1A) accelerated LSH protein destabilization (Fig. 4A–D). Consistent with previous observations, there was minimal change in LSH mRNA levels (Fig. 4A–D). Additionally, LSH was found to have reduced interaction with USP11 in cells treated with erastin (Fig. 4E). The interaction between USP11 and LSH decreased with the duration of erastin treatment, and the reduction in interaction was significant at 8 hours when the level of LSH was not significantly affected (Fig. 4E). These results suggest that erastin disrupts the interaction between LSH and USP11, leading to increased ubiquitination and subsequent degradation of LSH. To confirm this assumption, we performed Co-IP using USP11-KO cells or USP11-KO cells that were reconstituted with USP11, and compared the ubiquitination levels of LSH under erastin treatment. The ubiquitination levels of LSH were elevated in the USP11-KO cells but recovered in the USP11-reconstituted KO cells (Fig. 4F). These findings support that USP11 alleviates erastin-induced degradation of LSH.

**Fig. 4:**
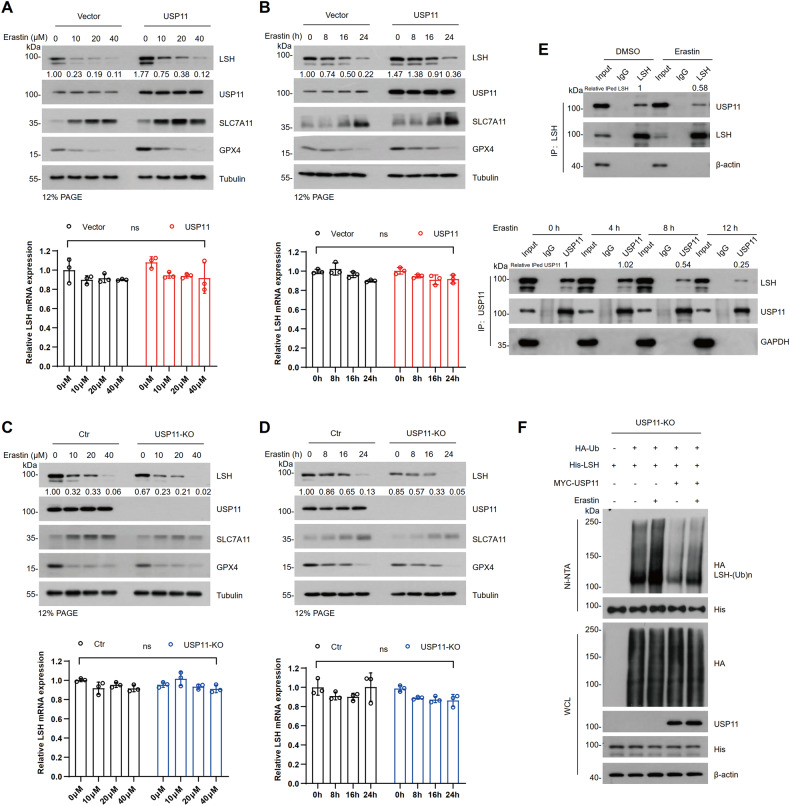
USP11 alleviates erastin-mediated degradation of LSH. **A**, **C** WB (top) and RT-qPCR (bottom) were analyzed in USP11 overexpressing stable cell line or USP11-KO cells treated with erastin for 24 h at the indicated concentrations. Values are presented as mean ± SD (*n* = 3). **B**, **D** WB (top) and RT-qPCR (bottom) were analyzed in USP11 overexpressing stable cell line or USP11- KO cells treated with erastin (20 µM) at the indicated time. Values are presented as mean ± SD (*n* = 3). **E** Co-IP with LSH antibody in HCT116 cells treated with DMSO or erastin (20 µM) for 24 h (top) and with USP11 antibody in HCT116 cells treated with erastin (20 µM) for 0, 4, 8, and 12 h respectively (bottom). **F** USP11-KO cells transfected with the indicated plasmids were incubated with DMSO or erastin (20 µM) for 24 h and MG132 (20 µM) for 6 h. Cell lysates were collected for Ni-NTA pull-down, and ubiquitination of LSH was analyzed by WB.

### *CYP24A1* is a transcriptional target of LSH

To further explore the downstream effectors of the USP11/LSH molecular cascade in ferroptosis, we conducted high-throughput RNA-sequencing analysis in HCT116 cells with manipulated USP11/LSH. 

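HELLS, the gene that encodes LSH, was lower in every shLSH library than in every control library, and USP11 was lower in every shUSP11 library. HELLS (ENSG00000119969, chromosome 10, 94501434 to 94613905 of GRCh38) stood at 8.35, 7.19 and 7.63 FPKM in the 3 libraries of cells with the control hairpin (shCtr) and at 4.70, 4.19 and 4.46 FPKM in the 3 shLSH libraries. This is a fall of 42.4%, with a log2 fold change of -0.68 (standard error 0.061, adjusted p = 1e-04 from limma). In the 3 shUSP11 libraries HELLS was 7.62 ± 0.250 FPKM (SD, n = 3), with a log2 fold change of -0.02 (standard error 0.061, adjusted p = 0.886). USP11 (ENSG00000102226, chromosome X, 47232690 to 47248328) stood at 23.3, 23.6 and 24.7 FPKM in shCtr, at 9.33, 10.2 and 9.10 FPKM in shUSP11 and at 22.9, 25.9 and 23.6 FPKM in shLSH. Its log2 fold change was -1.24 in shUSP11 (standard error 0.058, adjusted p = 2.25e-06) and 0.01 in shLSH (standard error 0.058, adjusted p = 0.896). An exact two-sided permutation test of 3 libraries against 3 cannot go below p = 0.1, which HELLS in shLSH and USP11 in shUSP11 both reached.

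HCT116 is a human colorectal carcinoma cell line. Total RNA was amplified with SMART-Seq v4, made into libraries with a NEBNext Ultra DNA kit and sequenced on a BGISEQ-500, and the submitters' processing notes name StringTie and GRCh38. Nothing in the sources used here says that the 3 libraries of a group came from separate cultures, so p-values measure only the spread between these libraries, which may be technical. Table S3 lists 2 hairpins per gene, and the labels and the paper's text do not say which of them the libraries carry. The LSH hairpins target GATCAAGAGAGAAGGTCATTA in coding exon 21 of 22 (chromosome 10, 94597046 to 94597066) and GAACAAAGAAGTATCCATATT in the 3' UTR in exon 22 (94601789 to 94601809). The USP11 hairpins target CCGTGATGATATCTTCGTCTA, which spans the junction of coding exons 12 and 13 of 21 (chromosome X, 47242703 to 47243398), and CCGTGACTACAACAACTCCTA in coding exon 13 (47243483 to 47243503). The deposited values are FPKM for 33809 genes. FPKM multiplied by exon length rose in whole steps in each library, which gave the counted reads behind the values as 14395000, 16792000 and 16523000 in shCtr, 16074000, 15821000 and 16734000 in shLSH and 16371000, 16157000 and 16707000 in shUSP11. HELLS had 673 to 1335 reads per library and overlaps AL138759.1 on its own strand. Tests used log2(FPKM + 1) of the 13121 genes with a mean of at least 1 FPKM over the 9 libraries, and limma fitted the 3 groups together with Benjamini-Hochberg adjustment over these genes. Fold changes on this scale understate the change of weakly expressed genes. Log2 values correlated at 0.986 to 0.989 between libraries of a group and at 0.973 to 0.981 between groups.

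**Figure D1:**
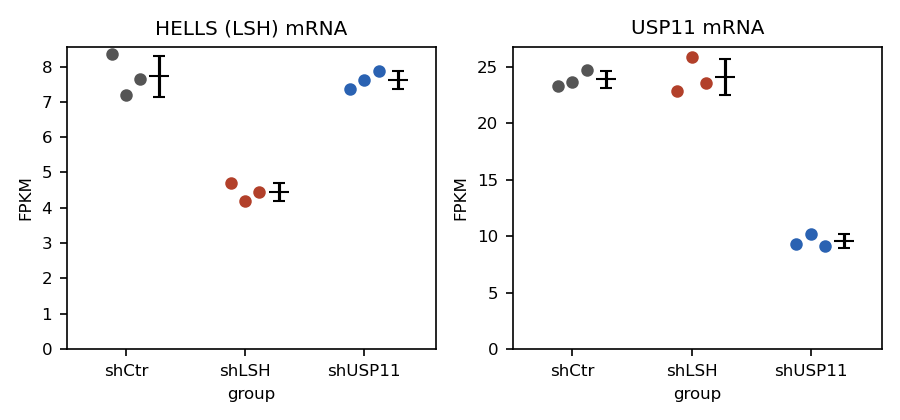
HELLS (left) and USP11 (right) in FPKM for each of the 9 libraries, with shCtr, shLSH and shUSP11 along the horizontal axis, 1 point per library, and the mean ± SD of the 3 libraries beside the points. The shLSH libraries lie at 4.19 to 4.70 FPKM for HELLS and the shUSP11 libraries at 9.10 to 10.2 FPKM for USP11, below every other library.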

Volcano plots showed both upregulated and downregulated differentially expressed genes (DEGs) in USP11- or LSH-deficient cells compared with control cells (Fig. 5A). 

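In shLSH, 25 genes were higher and 16 lower than in shCtr at an adjusted p under 0.05 from limma and an absolute log2 fold change over 1, and in shUSP11 28 were higher and 38 lower. With libraries scaled by median ratios or by upper quartiles, the shLSH comparison gave 22 higher and 25 lower. With a pseudocount of 0.1 in place of 1, 77 were higher and 42 lower in shLSH and 59 higher and 81 lower in shUSP11. Limma's voom on the recovered reads, chosen after seeing the data, gave 55 and 52, and 51 and 94. Among genes that rose in shLSH and had means near their control level in shUSP11 were SLC6A20, an amino acid transporter (log2 fold change 1.19, standard error 0.072, adjusted p = 1.14e-05), and APOBEC3G, a cytidine deaminase that restricts retroviruses (1.21, standard error 0.10, adjusted p = 7.17e-05). The p53-induced transcript LINC01021 rose by 1.29 (adjusted p = 2.21e-05). Among called genes with a mean of at least 1 CPM and no overlap between knockdown and control libraries, those with the largest falls in shLSH after CYP24A1 were WNT16, a Wnt ligand, NDUFA4, a subunit of the respiratory chain, NT5E, the ecto-5'-nucleotidase CD73, and AREG, the EGFR ligand amphiregulin. WNT16 went from 12.9 ± 0.759 to 4.51 ± 0.196 FPKM (SD, n = 3 each; log2 fold change -1.34, adjusted p = 1.81e-06) and NDUFA4 from 20.7 ± 0.571 to 7.63 ± 0.386 FPKM (-1.33, adjusted p = 4.36e-07). NT5E changed by -1.32 and AREG by -1.27 (adjusted p = 1.81e-06 and 3.74e-08). UAP1, an enzyme of UDP-N-acetylglucosamine synthesis, the COPII coat gene SEC23B and the fatty acid elongase ELOVL5 fell by 1.07, 1.06 and 1.01. ELOVL5 stood at -0.99 without shCtr 1 and without shLSH 2, short of the fold threshold. The direct contrast of shLSH with shUSP11 passed for WNT16 (-1.21, adjusted p = 2.49e-06), NDUFA4 (-1.24, adjusted p = 5.91e-07) and NT5E (-1.70, adjusted p = 3.84e-07), and for SLC6A20 (1.32, adjusted p = 5.54e-06) and APOBEC3G (1.32, adjusted p = 3.13e-05).

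In shUSP11, CEMIP, a hyaluronan-binding protein, had the largest rise of the genes with a mean of at least 1 CPM, from 2.98 ± 0.285 to 13.6 ± 0.436 FPKM (log2 fold change 1.88, standard error 0.068, adjusted p = 1.2e-06), and rose less in shLSH (0.67, adjusted p = 2.09e-04; direct contrast -1.22, adjusted p = 5.91e-06). PKIB, an inhibitor of protein kinase A, ZNF827, a zinc finger protein, the transcription factor MEF2C, FRMD5, the plasminogen activator PLAT and the Wnt regulator DACT1 rose by 1.19, 1.15, 1.15, 1.13, 1.12 and 1.12 in shUSP11 (adjusted p from 2.09e-06 to 1.57e-05). The genes with the largest falls included LCN2, the siderophore-binding protein lipocalin 2, SLPI, a secreted protease inhibitor, and the keratin KRT7. LCN2 went from 12.9 ± 1.15 to 2.85 ± 0.554 FPKM (-1.86, standard error 0.11, adjusted p = 7.65e-06). SLPI and KRT7 changed by -1.76 and -1.57 (adjusted p = 1.39e-04 and 1.39e-05). FGFBP1, a carrier of fibroblast growth factors, SNCG, which encodes gamma-synuclein, and the keratin KRT81 fell by 1.45, 1.37 and 1.35. MIR647 (1.28, adjusted p = 0.0132) stood at 1.14 with an adjusted p of 0.0504 without shUSP11 3 and at 0.90 without shCtr 3. In shLSH, CTC-435M10.12 (1.16, adjusted p = 0.0178) had adjusted p values of 0.0638 without shCtr 3 and 0.0601 without shLSH 3, and stood at 0.89 without shCtr 1. CEMIP, MEF2C and KRT7 overlap genes on the other strand and PKIB and DACT1 genes on their own strand, and the sources used here do not say whether counting used the strand.

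Most mRNAs of cholesterol synthesis were lower in shLSH. Of 25 measured genes of the pathway, from a list fixed before the data were examined, 23 were lower and none was higher at an adjusted p under 0.05 (23 and 0 adjusted over the list alone), with a median log2 fold change of -0.46 (adjusted p = 3.05e-20 from limma's camera, and adjusted p = 0.00367 with an estimated correlation). MSMO1, IDI1 and FDFT1, enzymes of the pathway, changed by -0.98, -0.76 and -0.68, and INSIG1, which retains the sterol sensor, by -0.72. In shUSP11 5 of the 25 were higher and 5 lower (6 and 6 adjusted over the list alone, adjusted p = 0.787). In the direct contrast 24 were lower in shLSH than in shUSP11 (median -0.47, adjusted p = 2.83e-21, and adjusted p = 0.00159 with an estimated correlation). Also in shLSH, 22 of 41 genes of DNA replication and E2F targets were higher and 2 lower, HELLS among the latter (26 and 3 adjusted over the list alone, median 0.23, adjusted p = 3.2e-05, and 0.0152 as an adjusted p with an estimated correlation). RRM2, a subunit of ribonucleotide reductase, rose by 0.49 and POLE, a DNA polymerase subunit, by 0.42. In shUSP11 14 of these 41 were higher and 2 lower (14 and 3 adjusted over the list alone, adjusted p = 0.0191, and adjusted p = 0.0693 with an estimated correlation), and the direct contrast had an adjusted p of 0.0158, and 0.0932 as an adjusted p with an estimated correlation. The list of DNA methylation and chromatin partners of LSH shares 3 genes with that of DNA replication and E2F targets, DNMT1 among them. Of the 24 measured partners, 10 were higher and none lower in shLSH (14 and 0 adjusted over the list alone, median 0.16, adjusted p = 2.62e-04, and adjusted p = 0.0466 with an estimated correlation), with EZH2 at 0.43, DNMT1 at 0.38 and DNMT3B at 0.32. In shUSP11 8 of them were higher and 2 lower (10 and 2 adjusted over the list alone, adjusted p = 0.00471, and adjusted p = 0.0728 with an estimated correlation), and the direct contrast had an adjusted p of 0.508. In shUSP11, 15 of 26 interferon-stimulated genes were lower and 1 higher (17 and 1 adjusted over the list alone, median -0.24, adjusted p = 8.45e-05, and adjusted p = 0.0252 with an estimated correlation), among them IFIT3 at -0.65 and LGALS3BP at -0.42. In shLSH 5 of these were higher and 6 lower (5 and 6 adjusted over the list alone, adjusted p = 0.66), and the direct contrast had an adjusted p of 0.00186, and 0.0764 as an adjusted p with an estimated correlation. Beside these groups, mRNAs of ribosomal proteins, listed as a sign of RNA quality, were lower for 17 of 53 in shLSH and 14 of 53 in shUSP11 and higher for none (30 and 18 lower adjusted over the list alone, medians -0.14 and -0.10, adjusted p = 2.06e-09 and 7.18e-06, and adjusted p = 0.276 and 0.405 with an estimated correlation). Replication-dependent histones, listed as another such sign, were lower for 4 of 7 and higher for 1 in shLSH and higher for 4 and lower for 1 in shUSP11 (4 and 1, and 5 and 1, adjusted over the list alone, medians -0.45 and 0.28, adjusted p = 0.00916 and 0.0827, and adjusted p = 0.13 and 0.237 with an estimated correlation). In the direct contrast 5 of these 7 were lower in shLSH than in shUSP11 and 1 was higher (adjusted p = 0.00186, and adjusted p = 0.135 with an estimated correlation). HIST1H1C stood at -0.88 in shLSH and 0.27 in shUSP11, HIST1H2BK at -0.55 and 0.55 and HIST1H2BD at -0.45 and 0.52.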

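Genes of mitosis were higher in both knockdowns. Of 39 measured members of this list, 34 were higher and none lower in shLSH, and 30 were higher and 1 lower in shUSP11, at an adjusted p under 0.05 from limma (34 and 0, and 31 and 1, adjusted over the list alone). The median log2 fold changes were 0.59 and 0.32 (adjusted p = 3.05e-20 and 1.25e-11 from camera, and adjusted p = 0.00571 and 0.0152 with an estimated correlation). CCNB1, which encodes cyclin B1, rose by 0.65 in shLSH and 0.46 in shUSP11. NUSAP1, a spindle protein, and the kinase CDK1 rose by 0.66 and 0.56 in shLSH. BUB1, a checkpoint kinase, rose by 0.59 in shUSP11. The phosphatase CDC25B was the member that fell there, by 0.46. In the direct contrast, 25 of the 39 were higher in shLSH than in shUSP11 and 2 lower (median 0.29, adjusted p = 7.55e-09, and adjusted p = 0.0286 with an estimated correlation). Of 35 p53 targets, 18 were higher and 1 lower in shLSH and 15 were higher and 2 lower in shUSP11 (21 and 1, and 20 and 5, adjusted over the list alone), with medians of 0.22 and 0.17 (adjusted p = 7.55e-05 and 0.00261, and adjusted p = 0.0208 and 0.0466 with an estimated correlation). PLK2 and TP53INP1 rose by 0.64 and 0.70 in shLSH and CYFIP2 by 0.59 in shUSP11, where GDF15 and PMAIP1 were the members that fell, by 0.87 and 0.51.

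Among genes of antioxidant defence and amino acid stress, more were lower than higher in both. Of 25 NRF2 targets, 13 were lower and none higher in shLSH and 14 were lower and 1 higher in shUSP11 (14 and 0, and 14 and 2, adjusted over the list alone), with medians of -0.22 and -0.16 (adjusted p = 7.71e-08 and 5.91e-05, and adjusted p = 0.0108 and 0.0208 with an estimated correlation). HMOX1, which encodes heme oxygenase 1, fell by 0.72 in shLSH, and the quinone reductase NQO1 and the epoxide hydrolase EPHX1 fell by 0.46 and 0.53 in shUSP11. FTH1, the ferritin heavy chain, fell by 0.79 and 0.75, and may share reads with its pseudogenes. Of 28 genes of ferroptosis defence, 8 of them also listed as NRF2 targets, 10 were lower and 1 higher in shLSH and 12 were lower and 1 higher in shUSP11 (11 and 1, and 14 and 3, adjusted over the list alone), with medians of -0.13 and -0.17 (adjusted p = 8.36e-05 and 1.3e-04, and adjusted p = 0.0466 with an estimated correlation for each). SCD, a fatty acid desaturase, and DHCR7, an enzyme of cholesterol synthesis, fell by 0.78 and 0.76 in shLSH. SLC3A2, a subunit of the cystine transporter, fell by 0.44 in shUSP11. Of 26 ATF4 and integrated stress response targets, 11 were lower and none higher in shLSH and 20 were lower and 1 higher in shUSP11 (13 and 0, and 22 and 2, adjusted over the list alone), with medians of -0.15 and -0.43 (adjusted p = 7.18e-06 and 3.76e-13, and adjusted p = 0.0152 and 0.00453 with an estimated correlation). TRIB3 and STC2 fell by 0.58 and 0.34 in shLSH. ASNS, the asparagine synthetase, PHGDH, an enzyme of serine synthesis, and DDIT4 fell by 0.90, 0.95 and 1.27 in shUSP11. The ATF4 list was lower in shUSP11 than in shLSH for 14 of its members and higher for 3 (median difference 0.22, adjusted p = 9.31e-06, and adjusted p = 0.0248 with an estimated correlation).

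Over all 13121 genes, the log2 fold changes in shLSH and shUSP11 correlated across genes at Pearson's r = 0.523 and Spearman's rho = 0.54, and 71.1% had the same sign. Genes are not independent replicates, and both comparisons share the control libraries. In 100 simulations, unchanged groups were built from the spread within groups, and both comparisons again shared a control group. In these, r averaged 0.486 (range -0.463 to 0.915) and 67.5% had the same sign. The covariance of the fold changes was 0.0329, against a simulated mean of 0.00987 and a simulated maximum of 0.0238, a difference from the mean of 0.0230. The 3 controls cannot be split into parts of at least 2 libraries, so part or all of the excess may come from the shared controls. A direct contrast called 38 genes higher and 23 lower in shLSH than in shUSP11, with 84 and 46 at a pseudocount of 0.1 and 74 and 43 with voom, chosen after seeing the data. AQP3, a water and glycerol channel, rose by 1.27 in shLSH and fell by 1.04 in shUSP11 (13.4 ± 1.22 FPKM in shCtr, 33.6 ± 1.57 in shLSH and 5.97 ± 0.164 in shUSP11, SD, n = 3 each; difference 2.31, adjusted p = 1.37e-07). ALPPL2, a placental-type alkaline phosphatase that may share reads with its paralog ALPP, rose by 1.46 and fell by 1.48 (difference 2.93, adjusted p = 2.4e-07), and ALPP differed by 1.73 (adjusted p = 1.57e-06). The chemokine gene CCL26 was also higher in shLSH than in shUSP11, by 1.59 (adjusted p = 1.86e-04), and HAS3, a hyaluronan synthase, lower, by -1.53 (adjusted p = 3.23e-07). PKIB differed by -1.42 (adjusted p = 3.51e-06), while C4orf48 (-1.42, adjusted p = 0.044) lost its call without any 1 of 6 libraries, shCtr 2, each shLSH library, shUSP11 2 and shUSP11 3 (adjusted p from 0.0557 to 0.128). C4orf48 also lost it when the limma fit included the replicate number (adjusted p = 0.0606) and with no filter (adjusted p = 0.149).

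**Figure D2:**
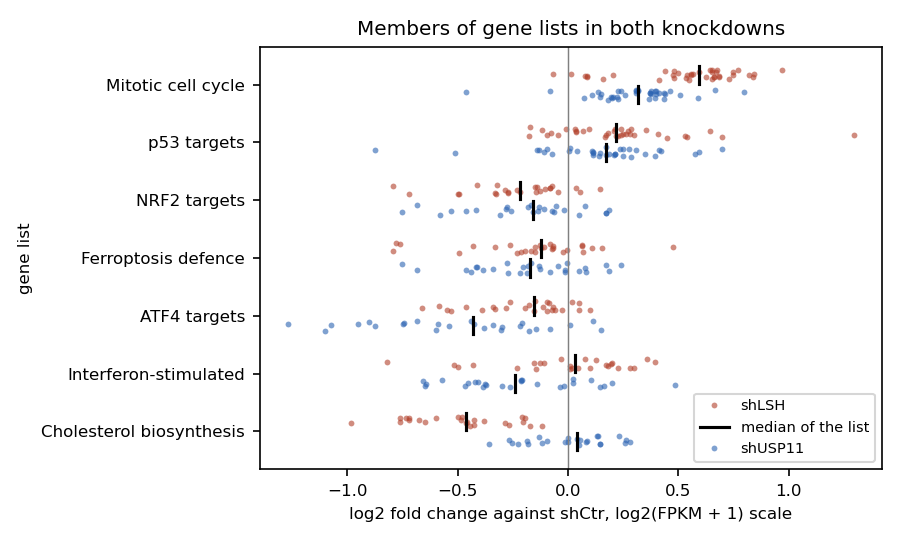
Log2 fold changes against shCtr, on the log2(FPKM + 1) scale, of each measured member of 7 gene lists (vertical axis), with red points for shLSH, blue points for shUSP11 and a black bar at the median of each list. Mitotic genes lie mostly to the right of 0 in both knockdowns, NRF2 targets to the left in both, and the median of the cholesterol genes is -0.46 in shLSH and 0.04 in shUSP11.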

Changes in transcriptome were similar between USP11 knockdown and LSH knockdown cells (Fig. 5B). Venn diagrams highlighted 17 co-upregulated and 4 co-downregulated DEGs in both USP11-and LSH-deficient cells (Fig. 5C), and the relative expression of these genes was presented in a heatmap (Fig. 5D). 

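GJA1, which encodes the gap junction protein connexin 43, rose in both knockdowns, from 0.849 ± 0.137 FPKM in shCtr to 10.7 ± 0.253 in shLSH and 2.90 ± 0.0990 in shUSP11 (SD, n = 3 each). Its log2 fold changes were 2.67 and 1.08 (standard error 0.065, adjusted p = 4.79e-08 and 7.59e-06 from limma). MAMDC2, DKK4, a secreted Wnt inhibitor, and the epithelial transcription factor GRHL3 also rose in both. MAMDC2 rose by 1.74 and 1.34 (adjusted p = 4.86e-06 and 1.44e-05), DKK4 by 1.63 and 1.29 (adjusted p = 4.1e-05 and 1.28e-04) and GRHL3 by 1.24 and 1.04 (adjusted p = 1.54e-06 and 3.09e-06). MAMDC2 overlaps genes on the other strand. The metallothionein pseudogene MT2P1 fell by 1.12 and 1.38 (adjusted p = 1.04e-04 and 2.56e-05), and may share reads with MT2A, which fell by 0.69 and 1.06. In all, 7 genes were higher and 3 lower in both knockdowns. With a pseudocount of 0.1 there were 20 and 5, and with voom, chosen after seeing the data, 14 and 8. The others of the 7 and 3 were 3 short non-coding genes that were higher, MIR3671, RNU7-59P and MIR4292, and RP11-178L8.7, which was lower, each with a mean under 1 CPM and named here after its values were seen. Without genes under 200 bases of exon, an alternative chosen after seeing the data, 4 genes were higher in both. Independent lists of the same sizes would share 0.0534 genes higher and 0.0463 lower. The 100 simulations of unchanged groups with a shared control group gave a mean of 0 and of 0.01. Groups without effects have almost no calls to share, so the simulated counts do not show how far shared controls raise the overlap. The 3 controls cannot be divided further, so part or all of the excess may come from them.

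Fig. 5D names 21 genes, which the study chose on these libraries, so that their direction is not independent evidence. Called in both knockdowns were GJA1, DKK4, MAMDC2 and GRHL3 among the higher genes and CYP24A1 and MT2P1 among the lower genes. With a pseudocount of 0.1, ZNF608, IQGAP2, LINC01021, RP11-440L14.4 and SUSD2 were called in both as well. IQGAP2, a scaffold protein, stood at 0.94 and 0.84 (adjusted p = 6.79e-05 and 1.06e-04) and LINC01021 at 0.70 in shUSP11 (adjusted p = 6.97e-04), short of the fold threshold. Among the further non-coding genes and pseudogenes, RP11-440L14.4 stood at 0.95 and 0.83, TUBBP1 at 0.61 and 0.54 and RP11-480I12.5 at 0.51 and 0.57, and the zinc finger gene ZNF608 at 0.61 and 0.70 (adjusted p from 4.61e-04 to 0.0124 for these 4). TUBBP1 and RP11-480I12.5 may share reads with their parent genes. The membrane protein gene SUSD2 stood at -0.98 in shLSH (standard error 0.11, adjusted p = 4.56e-04) and -1.35 in shUSP11 (adjusted p = 6.42e-05), and RP11-7K24.3 at -0.90 and -0.61 (adjusted p = 5.65e-04 and 0.00392). NEDD9, HEPH, POF1B, ESR2, ABCA1, CHN1 and ABCA12 had means under 1 FPKM over the 9 libraries and were below the filter of the test. With no filter, and with at least 1 CPM in 3 libraries, all 7 were tested and none was called in both knockdowns. Both settings add 1 to FPKM, which makes the fold threshold hard to pass for genes this weak. The absence of calls therefore does not weigh against Fig. 5D. The setting with a pseudocount of 0.1 kept the filter and did not test these 7. With no filter, NEDD9, a scaffold protein of cell adhesion, was called higher in shUSP11 (1.10, adjusted p = 7.84e-04), while HEPH (adjusted p = 0.0419 and 0.0205) and ABCA12 (adjusted p = 0.0199 and 0.0441) passed in both under the fold threshold. ABCA1, a cholesterol exporter, was 0.260 ± 0.0245 FPKM in shCtr, 0.647 ± 0.198 in shLSH and 0.692 ± 0.0598 in shUSP11, and the ferroxidase HEPH was 0.226 ± 0.0261, 0.551 ± 0.0920 and 0.616 ± 0.0763 FPKM.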

The most significantly downregulated gene, *CYP24A1*, was selected and identified. 

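CYP24A1, the enzyme that inactivates vitamin D, fell from 11.4 ± 0.672 FPKM in shCtr to 2.05 ± 0.0797 in shLSH and 2.59 ± 0.144 in shUSP11 (SD, n = 3 each), which is 5.57-fold and 4.40-fold lower. The gene (ENSG00000019186) lies on the minus strand of chromosome 20 of GRCh38, from 54153449 to 54173973, and overlaps no other annotated gene. Its log2 fold changes were -2.02 in shLSH (standard error 0.059, adjusted p = 1.51e-07 from limma) and -1.79 in shUSP11 (standard error 0.059, adjusted p = 1.2e-06). Every library of either knockdown was below every control library, with 129 to 136 counted reads in shLSH, 162 to 177 in shUSP11 and 659 to 790 in shCtr (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Among the 16 genes called lower in shLSH, CYP24A1 had the largest fall, and its adjusted p was smaller than those of all but AREG. Among the 38 genes called lower in shUSP11, it had the smallest adjusted p, and its fall was larger than those of all but LCN2. Of the 3 genes called lower in both, it had the largest fall and the smallest adjusted p in each. The fall in shLSH was larger than that in shUSP11 by 0.24 on the log2 scale (adjusted p = 0.0217). With each library left out in turn, the log2 fold change was -2.07 to -1.99 in shLSH and -1.83 to -1.75 in shUSP11. The paper describes the sequencing as a search for effectors downstream of USP11 and LSH, and states that CYP24A1 was selected as the most significantly downregulated gene.

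**Figure D3:**
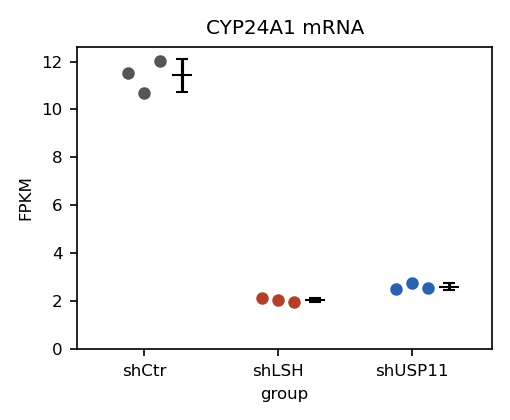
CYP24A1 in FPKM (vertical axis) for each of the 9 libraries by group (shCtr, shLSH and shUSP11), 1 point per library, with the mean ± SD of the 3 libraries beside the points. The shCtr libraries lie at 10.7 to 12.0 FPKM and every knockdown library at 1.97 to 2.76 FPKM.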

The expression of CYP24A1 increased at both the mRNA and protein levels when USP11 or LSH overexpression and decreased when USP11 or LSH depletion (Figs. 5E, F and S2A, B). However, neither overexpression nor knockdown of USP11 had a substantial impact on CYP24A1 expression in LSH-depleted cells (Fig. 5G), suggesting that *CYP24A1* is a direct transcriptional target of LSH rather than USP11. Previous research has reported that high CYP24A1 expression can be induced by vitamin D3 through the vitamin D3 receptor (VDR) [35]. We confirmed this effect in HCT116 cells, but it was not observed in LSH-depleted cells (Fig. 5H). These results indicate that LSH is required for VDR-mediated *CYP24A1* transcription. Importantly, we found that erastin treatment also degrades CYP24A1, suggesting that CYP24A1 may also participate in erastin-induced ferroptosis (Fig. 5I).

**Fig. 5:**
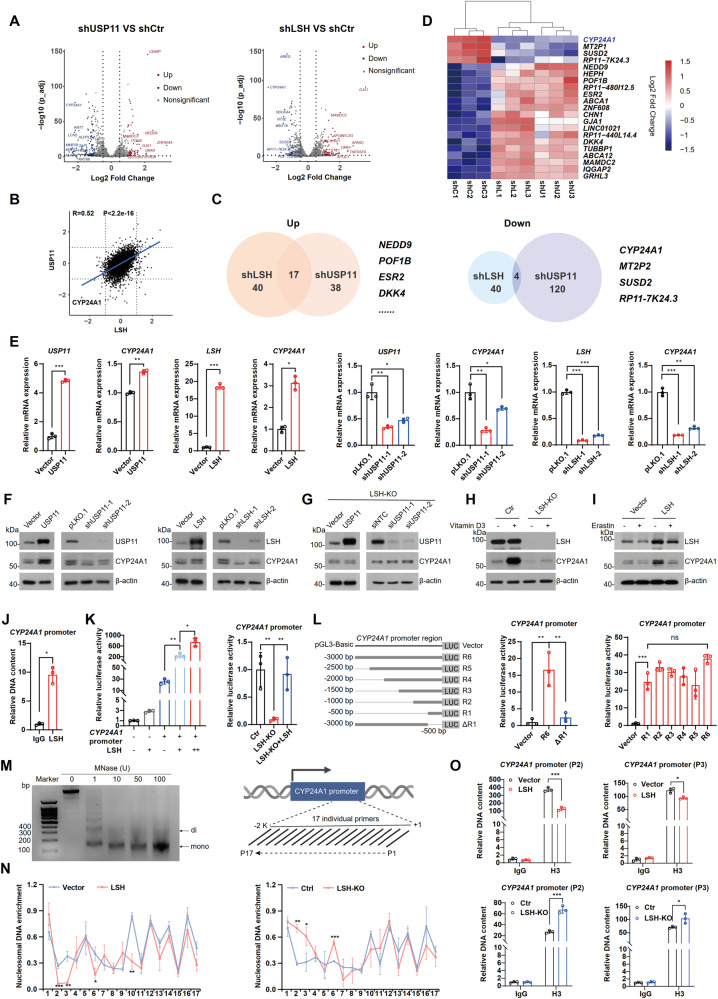
CYP24A1 is a key target of LSH. **A** Volcano plots of DEGs in shUSP11 vs. control (left) and shLSH vs. control (right) HCT116 cells. |Fold change|> 2 and *P* < 0.05 are shown in red (upregulated) or blue (downregulated). **B** Scatter plot showing the fold change in DEGs between shLSH vs. control and shUSP11 vs. control HCT116 cells. The Pearson’s correlation coefficient was calculated. **C** Venn diagrams showing co-upregulated (left) and co-downregulated (right) genes in shUSP11 and shLSH HCT116 cells. **D** Heatmap showing the relative expression of co-upregulated and co-downregulated genes in shUSP11 and shLSH HCT116 cells. **E** RT-qPCR analysis of the expression of CYP24A1 in USP11- or LSH-overexpressing and USP11- or LSH-deficient HCT116 cells. Values are presented as mean ± SD (*n* = 3). **F** WB analysis of the expression of CYP24A1 in USP11- or LSH-overexpressing and USP11- or LSH-deficient HCT116 cells. **G** WB analysis of the expression of CYP24A1 in LSH-KO cells with USP11 overexpression or deficiency. **H** WB and RT-qPCR analysis of the expression of CYP24A1 in control or LSH-KO cells treated with DMSO or vitamin D3 (1 µM) for 24 h. Values are presented as mean ± SD (*n* = 3). **I** WB analysis of the expression of CYP24A1 in control and LSH-overexpressing cells treated with DMSO or erastin (20 µM) for 24 h. **J** ChIP-qPCR showing that LSH binds to the *CYP24A1* promoter in HCT116 cells. Values are presented as mean ± SD (*n* = 3). **K** *CYP24A1* promoter activity was assessed using a dual-luciferase reporter assay in the absence or presence of LSH. Values are presented as mean ± SD (*n* = 3). **L** Schematic diagram of a series of stretches of the sequence upstream of the TSS of *CYP24A1* (left). Luciferase activity assay (right). Values are presented as mean ± SD (*n* = 3). **M** Chromatin from HCT116 cells was incubated with increasing dose of micrococcal nuclease (MNase). Mono-nucleosome sized DNA was visualized by electrophoresis (left). Schematic diagram showing the overlapping primer pairs (typically spaced 30 bp apart) for the 2000 bp promoter region upstream of the TSS of *CYP24A1* (right). **N** Mono-nucleosomes were extracted from gel as template. RT-qPCR analysis of the nucleosome DNA enrichment of *CYP24A1* promoter in LSH-overexpressing and LSH-KO cells. Nucleosome density at a given region was measured as the relative ratio of digested DNA to the undigested control. Values are presented as mean ± SD (*n* = 3). **O** ChIP-qPCR detected the density of H3 histones on *CYP24A1* promoter by P2 and P3 primers as depicted in LSH-overexpressing and LSH-KO cells. Values are presented as mean ± SD (*n* = 3).

Next, we explored the mechanism by which LSH regulates *CYP24A1* transcription. As shown in Fig. 5J, LSH directly binds to the promoter of the *CYP24A1*. The luciferase reporter assay revealed that the transcriptional activity of *CYP24A1* was significantly enhanced in LSH-overexpressing cells but repressed in LSH-KO cells, which could be rescued by reintroducing LSH (Fig. 5K). Moreover, we identified the 500 bp stretch of DNA upstream of the *CYP24A1* transcriptional start site (TSS) as the primary LSH-binding region (Fig. 5L). Since LSH is a chromatin remodeling factor, we performed MNase mapping to examine the impact of LSH on the chromatin structure of the *CYP24A1* promoter. Chromatin was isolated and 17 individual primer sets were used to amplify the promoter region sequence immediately upstream of the *CYP24A1* TSS (Fig. 5M). As shown in Fig. 5N, enrichment of nucleosomal DNAs at promoter regions P2, P3, and P6 (corresponding to the P1, P2, and P6 primer sets) was significantly decreased in cells overexpressing LSH compared to control, while it was markedly increased in LSH-KO cells. Furthermore, the *CYP24A1* promoter DNAs pulled down by H3 antibody was much less in cells overexpressing LSH but more in LSH-KO cells (Fig. 5O). These findings suggest that LSH enhances *CYP24A1* transcription by promoting nucleosome eviction. In addition, ChIP results indicated altered binding of histones to chromatin DNA during this process. The differential enrichment of H3K27me3 was consistently observed in both LSH-overexpressing cells and LSH-KO cells, suggesting that H3K27me3 might be one of the histone markers primarily affected by LSH (Fig. S2C). Notably, there was no change in the total intracellular H3K27me3 levels in LSH-overexpressing or LSH-depleted cells (Fig. S2D).

### CYP24A1 is required for LSH-mediated inhibition of ferroptosis

Next, we investigated whether CYP24A1 plays a role in ferroptosis. Cell viability analysis revealed that CYP24A1 overexpression conferred cells with enhanced resistance to erastin-induced ferroptosis, whereas its deficiency re-sensitized the cells to ferroptosis, which could be restored by Fer-1 treatment (Fig. 6A). Moreover, overexpression of CYP24A1 prevented ferroptotic events, including elevated GPx enzymatic activity and GSH levels, and reduced intracellular GSSG, Fe^2+^, and lipid peroxidation levels following erastin treatment (Fig. 6B–D). Conversely, CYP24A1 deficiency had the opposite effects (Fig. 6B, D). Notably, inhibiting CYP24A1 activity with ketoconazole nullified the effect of LSH on reducing lipid peroxidation and increasing cell viability after erastin treatment (Fig. 6E). In contrast, CYP24A1 overexpression partially restored viability and colony formation ability in LSH-KO cells (Fig. 6F). Moreover, transmission electron microscopy (TEM) was performed to examine morphological and structural changes in mitochondria during ferroptosis. The results showed that HCT116 cells exhibited shrunken mitochondria with increased membrane density and decreased cristae upon erastin treatment, which are classical features of ferroptosis; whereas control cells did not display such changes (Fig. 6G). Importantly, LSH-KO and CYP24A1-KO cells (Fig. S1C) exhibited exacerbated ferroptosis characteristics, and these changes were largely diminished by re-expressing CYP24A1 in LSH-KO cells (Fig. 6G). Overall, these findings imply that CYP24A1 is an indispensable downstream effector of LSH in suppressing ferroptosis.

**Fig. 6:**
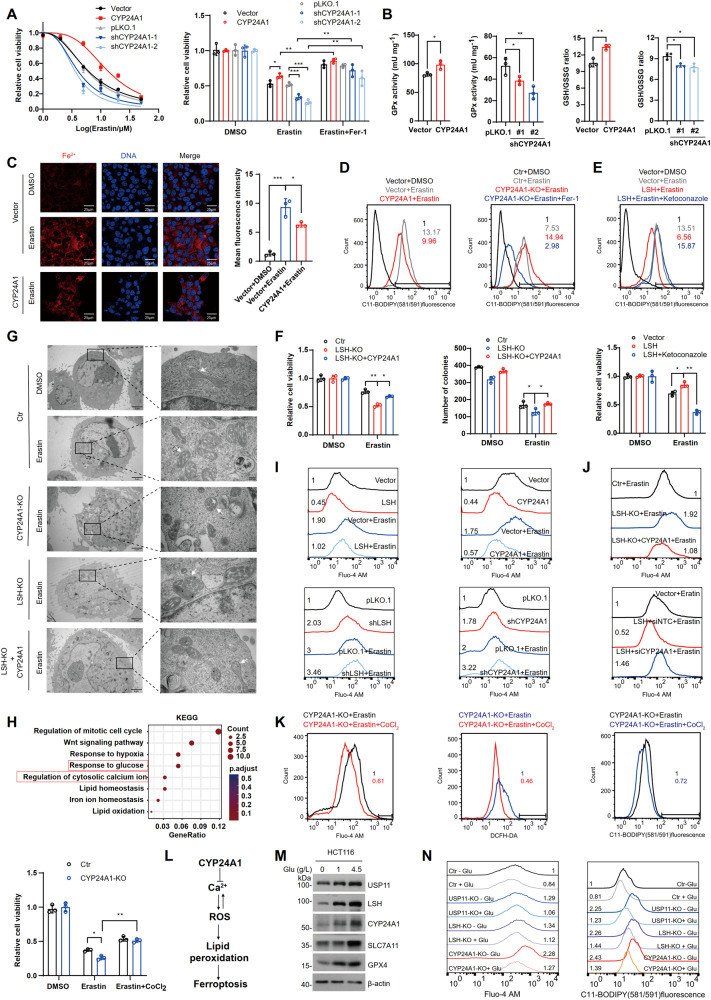
CYP24A1 suppresses ferroptosis by lowering cytosolic Ca^2+^ influx. **A** Cell viability was detected in HCT116 cells overexpressing or deficient in CYP24A1. Cells were treated with different concentrations of erastin for 24 h or erastin (20 μM) for 24 h or Fer-1 (5 μM) for 20 h, Values are presented as mean ± SD (*n* = 3). **B** Intracellular GPx activity and GSH and GSSG levels were assessed in HCT116 cells overexpressing or deficient in CYP24A1. Values are presented as mean ± SD (*n* = 3). **C** Intracellular Fe^2+^ levels were examined in control and CYP24A1-overexpressing HCT116 cells treated with DMSO or erastin (20 μM) for 24 h. Scale bar, 25 µm. **D** Lipid peroxidation was assessed in HCT116 cells overexpressing or deficient in CYP24A1 treated with erastin (20 μM) for 24 h or Fer-1 (5 μM) for 20 h. **E** Lipid peroxidation (top) and cell viability (bottom) were assessed in the indicated cells treated with erastin (20 µM) for 24 h or ketoconazole (5 µM) for 8 h. Values are presented as mean ± SD (*n* = 3). **F** Cell viability (left) and colony formation capacity (right) were examined in the indicated cells treated with DMSO or erastin (20 µM) for 24 h. Values are presented as mean ± SD (*n* = 3). **G** Transmission electron microscopy analysis of mitochondria in indicated cells. The white arrow indicates the mitochondria. Scale bar, 2 µm (left) and 200 nm (right). **H** GO analysis of co-downregulated genes from shUSP11 and shLSH cells enriched in physiological signaling pathways. The *P*-value was calculated using a one-tailed Fisher’s exact test. **I**, **J** Intracellular Ca^2+^ levels were determined in the indicated cells treated with DMSO or erastin (20 µM) for 24 h. **K** Intracellular Ca^2+^, ROS, lipid peroxidation levels, and cell viability were assessed in CYP24A1-KO cells treated with erastin (20 µM) for 24 h or CoCl_2_ (50 μM) for 24 h. Values are presented as mean ± SD (*n* = 3). **L** Schematic model of CYP24A1-mediated ferroptosis inhibition. **M** HCT116 cells were incubated with different concentrations of glucose and lysed for WB analysis. **N** Intracellular Ca^2+^ levels (left) and lipid peroxidation (right) were assessed in cells cultured in normal (+Glu) or glucose-free (−Glu) media and treated with erastin (20 µM) for 24 h.

### CYP24A1 inhibits ferroptosis by lowering cytosolic Ca^2+^ influx

CYP24A1 is an enzyme responsible for deactivating vitamin D precursor (25(OH)D) and active vitamin D (1α,25(OH)_2_D), and its dysregulation leads to vitamin D and calcium metabolism disorders [36]. It is worth noting that calcium abnormalities can activate cell death signaling [37]. Hence, we hypothesized that CYP24A1 might influence ferroptosis by modulating cellular calcium levels. Gene ontology (GO) analysis of our transcriptomic dataset revealed enrichment of the calcium regulation pathway (Fig. 6H). Indeed, erastin-induced abnormal cytoplasmic Ca^2+^ fluxes, and overexpression of LSH or CYP24A1 reduced Ca^2+^ levels to varying extents during ferroptosis in HCT116 cells, whereas their deficiency produced opposite effects (Fig. 6I). Moreover, CYP24A1 overexpression partially suppressed erastin-induced Ca^2+^ elevation in LSH-depleted cells, whereas CYP24A1 knockdown in LSH-overexpressing cells resulted in elevated Ca^2+^ levels (Fig. 6J). However, blocking Ca^2+^ with CoCl_2_ [38] markedly alleviated erastin sensitivity, leading to reduced ROS, decreased lipid peroxidation, and restored viability in CYP24A1-KO cells (Fig. 6K, L). These results suggest that CYP24A1 mitigates the progressive increase in ROS and oxidative stress by lowering cytosolic Ca^2+^ during erastin-induced ferroptosis.

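Genes that set the calcium level of the cytosol did not fall together in the knockdowns. Of 39 measured genes of a list fixed before the data were examined, 8 were higher and 3 lower in shLSH and 6 were higher and 5 lower in shUSP11, at an adjusted p under 0.05 from limma (10 and 4, and 9 and 6, adjusted over the list alone). The medians were 0.08 and 0.03 (adjusted p = 0.263 and 0.751 from camera, and adjusted p = 0.472 and 0.841 with an estimated correlation), while limma's fry, which does not compare the list with other genes, gave an adjusted p of 6.48e-04 in shLSH. The gap junction gene GJA1 had the largest rise of the members in both. PLCG1, a phospholipase that generates the calcium-releasing messenger IP3, rose by 0.44 in each (adjusted p = 0.00151 and 0.00137). CALR, a calcium-binding chaperone of the endoplasmic reticulum, rose by 0.29 in shLSH (adjusted p = 0.00287). CAV1, which encodes caveolin 1, fell by 0.32 in shLSH and rose by 0.27 in shUSP11 (adjusted p = 5.33e-04 and 0.00146). TMBIM6, a calcium channel-like protein of the endoplasmic reticulum, stood at -0.14 in shLSH and -0.56 in shUSP11 (adjusted p = 0.00964 and 4.41e-06).

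The legend of Fig. 6H speaks of genes lower in both knockdowns. The paper gives 4 genes as downregulated in both knockdowns and shows them in Fig. 5D. Whether the terms of Fig. 6H rest on these 4 alone is not stated in the sources used here. Without a fold threshold, 519 of the 13121 genes were lower in both, and TMBIM6 was the only member of the calcium list among them, where 1.54 would be expected (odds ratio 0.64, one-sided Fisher's exact test, p = 0.793, adjusted p = 1 over the 8 lists that stand for the terms of Fig. 6H). With the ontology terms that the deposited table itself gives, an alternative chosen after seeing the data, 1 of 50 genes annotated to the regulation of cytosolic calcium was lower in both, where 2.08 would be expected (odds ratio 0.47, one-sided Fisher's exact test, p = 0.881). That gene was CD55, a regulator of complement, at -0.26 and -0.67. None of the 3 genes lower in both past the fold threshold was in the calcium list. Among the other lists, hypoxia response had 5 of 27 genes lower in both (DDIT4, NDRG1, PGK1, STC2 and VEGFA, odds ratio 5.56, one-sided Fisher's exact test, adjusted p = 0.0298), and 8 of 84 with the deposited table's terms (adjusted p = 0.0929). Iron ion homeostasis had 3 of 19 (BMP6, FTH1 and FTL, adjusted p = 0.135) and 14 of 51 with the deposited table's terms (adjusted p = 9.48e-08), FTH1 and 3 of its pseudogenes among them, which may share reads.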

Interestingly, GO analysis also indicated a potential association between glucose metabolism and the USP11/LSH/CYP24A1 axis. 

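In shUSP11, SLC2A1, which encodes the glucose transporter GLUT1, rose by 1.08 on the log2 scale, from 42.0 ± 1.00 to 90.0 ± 4.58 FPKM (SD, n = 3 each; adjusted p = 2.09e-06 from limma), and it rose by 0.30 in shLSH (adjusted p = 0.00319). PCK2, the mitochondrial phosphoenolpyruvate carboxykinase, fell by 0.39 in shLSH and 1.08 in shUSP11 (adjusted p = 0.00128 and 3.56e-06). FASN, the fatty acid synthase, fell by 0.42 in shLSH (adjusted p = 3.56e-04). SREBF1, a regulator of lipid synthesis, fell by 0.43 and IGF1R, the receptor of IGF1, rose by 0.39 in shUSP11 (adjusted p = 4.6e-04 and 0.00332). Of 24 measured genes of the response to glucose, 2 were higher and 4 lower in shLSH and 2 were higher and 7 lower in shUSP11 (2 and 4, and 2 and 7, adjusted over the list alone). The medians were -0.05 and -0.08 (adjusted p = 0.0436 and 0.0249 from camera, and adjusted p = 0.114 and 0.0908 with an estimated correlation). In shLSH the adjusted p was 0.0615 without shCtr 1, 0.0726 without shCtr 2, 0.0916 without shLSH 2 and 0.0505 without shUSP11 1. Of the 24 glycolysis genes, 11 were lower and 1 higher in shLSH and 11 were lower and 3 higher in shUSP11 (11 and 2, and 13 and 3, adjusted over the list alone), with medians of -0.13 in both (adjusted p = 3.81e-05 and 0.00261, and adjusted p = 0.13 and 0.225 with an estimated correlation). The aldolase gene ALDOC fell by 0.61 and 0.57, and GPI, the glucose-6-phosphate isomerase, by 0.28 and 0.33.

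Of the genes lower in both knockdowns without a fold threshold, 3 were in the glucose list, FASN, PCK2 and SREBF1, where 0.949 would be expected (odds ratio 3.48, one-sided Fisher's exact test, p = 0.0673, adjusted p = 0.135 over the 8 lists). Without shLSH 2 or without shLSH 3 there were 4 (adjusted p = 0.0439 and 0.0156). With the ontology terms of the deposited table, 1 of 37 genes annotated to the response to glucose was lower in both, SREBF1, where 1.54 would be expected (odds ratio 0.64, one-sided Fisher's exact test, p = 0.793).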

The protein expression of USP11, LSH, and CYP24A1 were significantly decreased in response to glucose starvation (Fig. 6M). Importantly, higher levels of Ca^2+^ and lipid peroxidation were observed when glucose depletion reduced USP11/LSH/CYP24A1 protein abundance (Fig. 6N), indicating that the ability of USP11/LSH/CYP24A1 to inhibit ferroptosis may be sensitive to glucose deficiency.

### The USP11/LSH/CYP24A1 axis is aberrantly activated in CRC

To elucidate the oncogenic potential of the USP11/LSH/CYP24A1 axis in CRC, we conducted immunohistochemical staining on tissue microarrays (TMAs). The results revealed high expression of these three proteins in CRC tissues (Fig. 7A), and positive correlations were observed between USP11 and LSH, as well as between LSH and CYP24A1 (Fig. 7B). Furthermore, increased expression of USP11, LSH, and CYP24A1 was associated with shorter survival in CRC patients (Fig. 7C). In animal studies, we found that LSH-KO cell-derived xenografts showed slower growth rates, much smaller tumor volumes than control cells, and displayed increased 4-HNE (4-hydroxy-2-noneal, a well-known marker for lipid peroxides) [39] and decreased Ki-67 staining. However, restoration of CYP24A1 or LSH partially reversed these phenotypes (Fig. 7D–F). Taken together, the aberrant activation of the USP11/LSH/CYP24A1 pathway may play a critical role in the malignant progression of CRC through regulating ferroptosis.

**Fig. 7:**
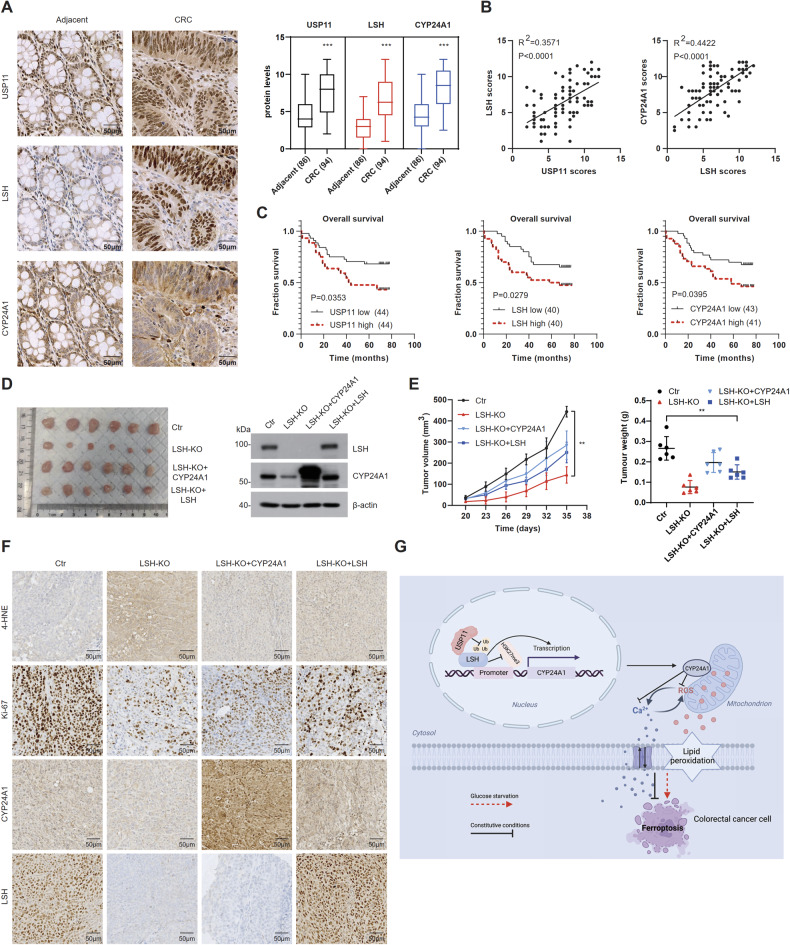
The USP11/LSH/CYP24A1 axis is aberrantly activated in CRC. **A** Immunohistochemical analysis of USP11, LSH, and CYP24A1 expression in human CRC and adjacent normal tissues. Scale bar, 50 μm. **B** Correlations between USP11 and LSH and between LSH and CYP24A1 were analyzed by Linear regression analysis (*n* = 94). **C** Analysis of CRC patient prognosis stratified by USP11, LSH, and CYP24A1 expression levels. **D** Tumor formation in the xenografted mice (*n* = 6 per group) (left). WB analysis of the indicated proteins (right). **E** Tumor growth rate of xenografts in BALB/c nude mice. Tumor weight and volumes were measured and plotted. Values are presented as mean ± SD (*n* = 6). **F** Immunohistochemical analysis of tumor xenografts. Scale bar, 50 μm. **G** Schematic model of USP11/LSH/CYP24A1 axis-mediated resistance to ferroptosis in CRC cells.

## Discussion

LSH is a chromatin-remodeling factor that regulates the epigenetic modification of chromatin through its association with various factors, such as chromatin modification enzymes, transcription factors, transcription cofactors, and repressors [16]. Recent studies have highlighted the role of LSH in suppressing ferroptosis in leukemia and lung cancer [21, 23, 24]. Consistent with these findings, our study demonstrates a similar role for LSH in inhibiting ferroptosis in CRC. One of the mechanisms by which LSH regulates ferroptosis is through the transcriptional regulation of genes involved in cellular lipid and iron metabolism, which ultimately impacts lipid peroxidation and iron levels. To date, several metabolism-related genes, including *SLC7A11, ACSL4, ALOX5AP, SCD1, FADS2*, and *FTH1* [21, 22, 33], have been identified as targets of LSH. Apart from these genes, we identified *CYP24A1* as a novel target gene for LSH and demonstrated its critical role in LSH-regulated ferroptosis.

CYP24A1 primarily localizes to the inner mitochondrial membrane and is involved in regulating calcium metabolism [40, 41]. Mutations or deletions in *CYP24A1* are associated with hypercalcemia and hypercalciuria [42, 43]. However, the role of CYP24A1 in regulating ferroptosis has not yet been reported. Here, we demonstrated that CYP24A1 inhibits ferroptosis by preventing intracellular calcium overload. Mechanistically, CYP24A1 reduces cytoplasmic Ca^2+^ during ferroptosis, thereby suppressing the increase in ROS and lipid peroxidation, and ultimately reducing the sensitivity to ferroptosis. Previous studies have also shown that dysregulation of calcium metabolism is closely associated with ferroptosis. Elevated cytoplasmic Ca^2+^ has been shown to promote the insertion of 12/15-lipoxygenase into the membranes of the endoplasmic reticulum and mitochondria, which causes membrane lipid peroxidation and leads to ferroptosis [44, 45]. In contrast, cobalt chloride, apomorphine, and LY83583, which reduce Ca^2+^ influx protect cells from erastin-induced ferroptosis [46]. Emerging evidence suggests that an imbalance in Ca^2+^ influx may be a promoter of ferroptosis. For instance, a persistent elevation in cytosolic Ca^2+^ levels in NIH-3T3 cells indicates complete cell rupture resulting from ferroptosis [47]. Moreover, MICU1-dependent mitochondrial Ca^2+^ uptake and mitochondrial membrane potential hyperpolarization promote ferroptosis upon cold stimulation [48]. Besides, MS4A15 specifically blocks ferroptosis by balancing ER Ca^2+^-induced lipid remodeling [49]. These findings support a role for cytosolic Ca^2+^ elevation in the promotion of ferroptosis.

In addition to its role in regulating cellular calcium levels, CYP24A1 may regulate lipid peroxidation by maintaining redox homeostasis and ultimately affecting ferroptosis. CYP24A1 is a cytochrome P450 monooxygenase that belongs to the cytochrome P450 oxidoreductase (POR) family [50]. POR generates hydrogen peroxide by transferring electrons from NAD(P)H to oxygen, which subsequently enhances the generation of reactive hydroxyl radicals and promotes peroxidation of polyunsaturated fatty acids in phospholipids [51, 52].

Given the central role of LSH in regulating ferroptosis, factors that influence LSH protein homeostasis may also impact ferroptosis. Previous studies have shown that the long noncoding RNA LINC00618 suppresses LSH expression and promotes ferroptosis [21], while EGLN1 and c-Myc, which activate *LSH* transcription, inhibit ferroptosis [22]. In our study, we identified USP11 as a crucial DUB that stabilizes LSH through deubiquitination. USP11 mitigates erastin-induced LSH degradation, thereby strengthening the resistance of CRC cells to ferroptosis. Consistent with our findings, USP11 has recently been shown to inhibit ferroptosis by stabilizing NRF2 protein levels and promoting the proliferation of lung carcinoma cells under oxidative stress [53]. Conversely, E3 ubiquitin ligases involved in LSH degradation may also play a role in ferroptosis. A recent study reported that the E3 ligase CRL4^DCAF8^ participates in the proteolysis of LSH during ferroptosis [33]. However, how erastin induces DCAF8-dependent LSH protein degradation remains unknown. Ubiquitination and deubiquitination processes collaborate to maintain protein homeostasis, and further investigations are needed to clarify the role of E3 ubiquitin ligases in LSH degradation during erastin-induced ferroptosis.

Dysregulation of the USP11/LSH/CYP24A1 pathway may be a universal phenomenon in multiple cancers. USP11 overexpression is widespread in tumors and has been identified as a diagnostic or prognostic marker for certain cancers [54]. LSH shows significant upregulation in various cancers and is associated with poor prognosis and short survival [16]. Similarly, CYP24A1 is aberrantly expressed at high levels and has been implicated as a potential oncogene in colorectal, breast, and other cancers [55]. These findings highlight the close association between dysregulation of the USP11/LSH/CYP24A1 pathway and tumorigenesis and have implications for cancer treatment and prevention.

In summary, we propose a novel regulatory pathway that elucidates the role of LSH in suppressing ferroptosis in CRC (Fig. 7G). LSH is stabilized by USP11 and promotes CYP24A1 transcription through a mechanism dependent of epigenetic regulation. The USP11/LSH/CYP24A1 cascade helps CRC cells resist ferroptosis by modulating abnormal Ca^2+^ fluxes. However, glucose starvation promotes ferroptosis by decreasing these three proteins’ abundance in CRC cells. Therefore, future studies on manipulating the glucose microenvironment, combined with targeting the USP11/LSH/CYP24A1 signaling axis to enhance cell sensitivity to ferroptosis, may have important implications for the treatment of CRC.

## Supplementary information

Supplementary Figure S1

Supplementary Figure S2

Supplementary table information

Original western blots

aj-checklist

## Data Availability

RNA-sequencing data in this study are available in the Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE211866. The data used in this study are available in the manuscript and the supplementary files.

## References

[1] Chen X, Li J, Kang R, Klionsky DJ, Tang D (2021). Ferroptosis: machinery and regulation. Autophagy.

[2] Tang D, Chen X, Kang R, Kroemer G (2021). Ferroptosis: molecular mechanisms and health implications. Cell Res.

[3] Jiang X, Stockwell BR, Conrad M (2021). Ferroptosis: mechanisms, biology and role in disease. Nat Rev Mol Cell Biol.

[4] Doll S, Freitas FP, Shah R, Aldrovandi M, da Silva MC, Ingold I (2019). FSP1 is a glutathione-independent ferroptosis suppressor. Nature.

[5] Mao C, Liu X, Zhang Y, Lei G, Yan Y, Lee H (2021). DHODH-mediated ferroptosis defence is a targetable vulnerability in cancer. Nature.

[6] Kraft VAN, Bezjian CT, Pfeiffer S, Ringelstetter L, Müller C, Zandkarimi F (2020). GTP cyclohydrolase 1/tetrahydrobiopterin counteract ferroptosis through lipid remodeling. ACS Cent Sci.

[7] Stockwell BR, Friedmann Angeli JP, Bayir H, Bush AI, Conrad M, Dixon SJ (2017). Ferroptosis: a regulated cell death nexus linking metabolism, redox biology, and disease. Cell.

[8] Stockwell BR (2022). Ferroptosis turns 10: emerging mechanisms, physiological functions, and therapeutic applications. Cell.

[9] Chen X, Kang R, Kroemer G, Tang D (2021). Broadening horizons: the role of ferroptosis in cancer. Nat Rev Clin Oncol.

[10] Liang C, Zhang X, Yang M, Dong X (2019). Recent progress in ferroptosis inducers for cancer therapy. Adv Mater.

[11] Wang W, Green M, Choi JE, Gijón M, Kennedy PD, Johnson JK (2019). CD8(+) T cells regulate tumour ferroptosis during cancer immunotherapy. Nature.

[12] Lang X, Green MD, Wang W, Yu J, Choi JE, Jiang L (2019). Radiotherapy and immunotherapy promote tumoral lipid oxidation and ferroptosis via synergistic repression of SLC7A11. Cancer Discov.

[13] Schwartz AJ, Goyert JW, Solanki S, Kerk SA, Chen B, Castillo C (2021). Hepcidin sequesters iron to sustain nucleotide metabolism and mitochondrial function in colorectal cancer epithelial cells. Nat Metab.

[14] Basak D, Uddin MN, Hancock J (2020). The role of oxidative stress and its counteractive utility in colorectal cancer (CRC). Cancers.

[15] Dürr H, Flaus A, Owen-Hughes T, Hopfner KP (2006). Snf2 family ATPases and DExx box helicases: differences and unifying concepts from high-resolution crystal structures. Nucleic Acids Res.

[16] Chen X, Li Y, Rubio K, Deng B, Li Y, Tang Q (2022). Lymphoid-specific helicase in epigenetics, DNA repair and cancer. Br J Cancer.

[17] Xu X, Ni K, He Y, Ren J, Sun C, Liu Y (2021). The epigenetic regulator LSH maintains fork protection and genomic stability via MacroH2A deposition and RAD51 filament formation. Nat Commun.

[18] Geiman TM, Muegge K (2000). Lsh, an SNF2/helicase family member, is required for proliferation of mature T lymphocytes. Proc Natl Acad Sci USA.

[19] He Y, Ren J, Xu X, Ni K, Schwader A, Finney R (2020). Lsh/HELLS is required for B lymphocyte development and immunoglobulin class switch recombination. Proc Natl Acad Sci USA.

[20] Thijssen PE, Ito Y, Grillo G, Wang J, Velasco G, Nitta H (2015). Mutations in CDCA7 and HELLS cause immunodeficiency-centromeric instability-facial anomalies syndrome. Nat Commun.

[21] Wang Z, Chen X, Liu N, Shi Y, Liu Y, Ouyang L (2021). A nuclear long non-coding RNA LINC00618 accelerates ferroptosis in a manner dependent upon apoptosis. Mol Ther.

[22] Jiang Y, Mao C, Yang R, Yan B, Shi Y, Liu X (2017). EGLN1/c-Myc induced lymphoid-specific helicase inhibits ferroptosis through lipid metabolic gene expression changes. Theranostics.

[23] Wang M, Mao C, Ouyang L, Liu Y, Lai W, Liu N (2019). Long noncoding RNA LINC00336 inhibits ferroptosis in lung cancer by functioning as a competing endogenous RNA. Cell Death Differ.

[24] Mao C, Wang X, Liu Y, Wang M, Yan B, Jiang Y (2018). A G3BP1-interacting lncRNA promotes ferroptosis and apoptosis in cancer via nuclear sequestration of p53. Cancer Res.

[25] Petesch SJ, Lis JT (2008). Rapid, transcription-independent loss of nucleosomes over a large chromatin domain at Hsp70 loci. Cell.

[26] Li Q, Zhang Y, Fu J, Han L, Xue L, Lv C (2013). FOXA1 mediates p16(INK4a) activation during cellular senescence. EMBO J.

[27] Zhang Y, Shi J, Liu X, Feng L, Gong Z, Koppula P (2018). BAP1 links metabolic regulation of ferroptosis to tumour suppression. Nat Cell Biol.

[28] Yang WS, SriRamaratnam R, Welsch ME, Shimada K, Skouta R, Viswanathan VS (2014). Regulation of ferroptotic cancer cell death by GPX4. Cell.

[29] Yang WS, Stockwell BR (2016). Ferroptosis: death by lipid peroxidation. Trends Cell Biol.

[30] Shen Z, Song J, Yung BC, Zhou Z, Wu A, Chen X (2018). Emerging strategies of cancer therapy based on ferroptosis. Adv Mater.

[31] Hassannia B, Vandenabeele P, Vanden Berghe T (2019). Targeting ferroptosis to iron out cancer. Cancer Cell.

[32] Harper S, Gratton HE, Cornaciu I, Oberer M, Scott DJ, Emsley J (2014). Structure and catalytic regulatory function of ubiquitin specific protease 11 N-terminal and ubiquitin-like domains. Biochemistry.

[33] Huang D, Li Q, Sun X, Sun X, Tang Y, Qu Y (2021). CRL4(DCAF8) dependent opposing stability control over the chromatin remodeler LSH orchestrates epigenetic dynamics in ferroptosis. Cell Death Differ.

[34] Burkhart RA, Peng Y, Norris ZA, Tholey RM, Talbott VA, Liang Q (2013). Mitoxantrone targets human ubiquitin-specific peptidase 11 (USP11) and is a potent inhibitor of pancreatic cancer cell survival. Mol Cancer Res.

[35] Luo W, Johnson CS, Trump DL (2016). Vitamin D signaling modulators in cancer therapy. Vitamins Hormones.

[36] Christakos S, Dhawan P, Verstuyf A, Verlinden L, Carmeliet G (2016). Vitamin D: metabolism, molecular mechanism of action, and pleiotropic effects. Physiol Rev.

[37] Danese A, Leo S, Rimessi A, Wieckowski MR, Fiorica F, Giorgi C (2021). Cell death as a result of calcium signaling modulation: a cancer-centric prospective. Biochim Biophys Acta Mol Cell Res.

[38] Gleitze S, Paula-Lima A, Núñez MT, Hidalgo C (2021). The calcium-iron connection in ferroptosis-mediated neuronal death. Free Radic Biol Med.

[39] Zhong H, Yin H (2015). Role of lipid peroxidation derived 4-hydroxynonenal (4-HNE) in cancer: focusing on mitochondria. Redox Biol.

[40] Annalora AJ, Goodin DB, Hong WX, Zhang Q, Johnson EF, Stout CD (2010). Crystal structure of CYP24A1, a mitochondrial cytochrome P450 involved in vitamin D metabolism. J Mol Biol.

[41] Garbincius JF, Elrod JW (2022). Mitochondrial calcium exchange in physiology and disease. Physiol Rev.

[42] Schlingmann KP, Kaufmann M, Weber S, Irwin A, Goos C, John U (2011). Mutations in CYP24A1 and idiopathic infantile hypercalcemia. New Engl J Med.

[43] Sy-Go JPT, Zand L, Harris PC, Lieske JC (2021). CYP24A1 deficiency causing persistent hypercalciuria in a stone former. J Nephrol.

[44] Brinckmann R, Schnurr K, Heydeck D, Rosenbach T, Kolde G, Kühn H (1998). Membrane translocation of 15-lipoxygenase in hematopoietic cells is calcium-dependent and activates the oxygenase activity of the enzyme. Blood.

[45] van Leyen K, Duvoisin RM, Engelhardt H, Wiedmann M (1998). A function for lipoxygenase in programmed organelle degradation. Nature.

[46] Maher P, van Leyen K, Dey PN, Honrath B, Dolga A, Methner A (2018). The role of Ca(2+) in cell death caused by oxidative glutamate toxicity and ferroptosis. Cell Calcium.

[47] Pedrera L, Espiritu RA, Ros U, Weber J, Schmitt A, Stroh J (2021). Ferroptotic pores induce Ca(2+) fluxes and ESCRT-III activation to modulate cell death kinetics. Cell Death Differ.

[48] Nakamura T, Ogawa M, Kojima K, Takayanagi S, Ishihara S, Hattori K (2021). The mitochondrial Ca(2+) uptake regulator, MICU1, is involved in cold stress-induced ferroptosis. EMBO Rep.

[49] Xin S, Mueller C, Pfeiffer S, Kraft VAN, Merl-Pham J, Bao X (2022). MS4A15 drives ferroptosis resistance through calcium-restricted lipid remodeling. Cell Death Differ.

[50] Jones G, Prosser DE, Kaufmann M (2012). 25-Hydroxyvitamin D-24-hydroxylase (CYP24A1): its important role in the degradation of vitamin D. Arch Biochem Biophys.

[51] Zou Y, Li H, Graham ET, Deik AA, Eaton JK, Wang W (2020). Cytochrome P450 oxidoreductase contributes to phospholipid peroxidation in ferroptosis. Nat Chem Biol.

[52] Yan B, Ai Y, Sun Q, Ma Y, Cao Y, Wang J (2021). Membrane damage during ferroptosis is caused by oxidation of phospholipids catalyzed by the oxidoreductases POR and CYB5R1. Mol Cell.

[53] Meng C, Zhan J, Chen D, Shao G, Zhang H, Gu W (2021). The deubiquitinase USP11 regulates cell proliferation and ferroptotic cell death via stabilization of NRF2 USP11 deubiquitinates and stabilizes NRF2. Oncogene.

[54] Guo T, Tang H, Yuan Z, Zhang E, Wang X (2022). The Dual Role of USP11 in Cancer. J Oncol.

[55] Sakaki T, Yasuda K, Kittaka A, Yamamoto K, Chen TC (2014). CYP24A1 as a potential target for cancer therapy. Anticancer Agents Med Chem.

How the deposited data were processed for this re-analysis (not part of the article)

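RNA of HCT116 cells was sequenced in 9 libraries, 3 each of cells with a control hairpin (shCtr), with knockdown of LSH (shLSH) and with knockdown of USP11 (shUSP11). The authors deposited FPKM for 33809 genes, whole reads counted per gene and divided by gene length and by a read total for the library, with no further scaling between libraries visible in the values. That total was slightly below the sum of the recovered reads. The submitters' processing notes name StringTie and GRCh38 without a role or a version. The aligner, the tool that counted reads, whether counting used the strand, and the annotation release are not given in the sources used here. The control columns carry another short name for a control hairpin and were matched to shCtr by their numbers. No column belonged to another sample.

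Genes were matched by identifier to GENCODE release 29, which held 33564 of them, 32123 at identical positions. FPKM multiplied by exon length took whole steps, and 95.0% of values lay within 0.02 of a whole read. 31503 genes (93.9%) had whole reads in all libraries. A step, 1 read, was 0.0596 to 0.0695 CPM, which sets the precision of weakly expressed genes. CPM was computed as FPKM multiplied by exon length in kb, and 55 genes had no exon length. 18790 genes were above 0 in every library.

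The design set before the data were examined assumed counts for its main test, and the deposited unit is FPKM, so the test that the design named for normalized values was used. Log2(FPKM + 1) of the 13121 genes with a mean of at least 1 FPKM was fitted with limma 3.58.1 (trend) in R 4.3.3, with 3 groups in a single fit (6 residual degrees of freedom), and p-values were adjusted by Benjamini-Hochberg over all genes tested. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 1, since the legend of Fig. 5A gives a fold change over 2 and its axis is an adjusted p. The contrasts were shLSH against shCtr, shUSP11 against shCtr and shLSH against shUSP11. HELLS and USP11 were also tested by exact two-sided permutation. Tables were read with data.table 1.17.8, and Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9 made sequence tests and figures.

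Gene lists were written before the data were examined. For each, members higher and lower were counted at an adjusted p under 0.05 over all genes and again adjusted over the list alone, and limma's camera was run with a preset correlation of 0.01 and, as an alternative, with an estimated correlation. Adjustment covered 66 tests, 33 lists with enough measured genes in 2 comparisons. Lists for the 8 terms of Fig. 6H stood in for ontology terms and were set against genes lower in both knockdowns by a one-sided Fisher's exact test. Shared controls were handled by 100 simulations of unchanged groups. Each gave all 9 libraries the mean of each gene plus residuals within groups, permuted over the libraries with random signs. The simulated control group served both comparisons. A shift common to the control libraries was not simulated.

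Genes are named by a rule set before the data were examined. It takes (a) every gene the paper names in its text or shows in its figures, whose values there had been seen, (b) for each knockdown the 10 largest rises and the 10 largest falls among called genes with a mean of at least 1 CPM and every knockdown library on the same side of every control library, (c) the 5 largest each way between the knockdowns by the same rule, and (d) up to 4 members with the smallest adjusted p for each list described. The genes that make up an overlap of lists, and the others said to be so, were chosen after their values were seen. 28 called genes had a mean under 1 CPM. Results for some genes that this rule selects are not reported.

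The steps were tested on simulated data for the real genes, with 100 genes changed at each size among 13121. In shLSH against shCtr, 78% were called at a log2 change of 1.5 and 86% at 2, with 0 unchanged genes called, and in shUSP11 against shCtr 84% and 88%, with 2 unchanged genes called. Alternatives were other scalings, filters, pseudocounts and thresholds, fits of 2 groups, a replicate block and each library left out in turn. Alternatives added after seeing the data were limma's voom on the recovered reads, genes under 200 bases of exon left out, limma's treat at 0.5, the ontology terms of the deposited table, and genes below -0.5 in both knockdowns.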

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

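The share of genes with a hairpin's seed site among genes lower in a single knockdown was chosen as a test only after the result over all genes with a site was seen. The other tests in this part were set before their results were seen.

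The paper analysed these libraries but does not report on most of the gene groups that changed together. Some of the lists below share genes. In shLSH the medians were 0.228 for DNA replication and E2F targets, 0.158 for DNA methylation and chromatin partners of LSH, 0.217 for p53 targets, -0.218 for NRF2 targets, -0.153 for ATF4 targets and -0.464 for cholesterol synthesis. In shUSP11 they were -0.239 for interferon-stimulated genes, -0.16 for NRF2 targets and -0.433 for ATF4 targets. These lists had an adjusted p under 0.001 from limma's camera and under 0.05 with an estimated correlation. For p53 targets in shUSP11 the median was 0.174 (adjusted p = 0.00261, and adjusted p = 0.0466 with an estimated correlation). By direct contrast with an estimated correlation, the knockdowns differed in 3 of the lists, with medians of 0.292 for mitotic genes, 0.219 for ATF4 targets and -0.467 for cholesterol synthesis. With the preset correlation alone, 5 more lists differed, DNA replication and E2F targets (adjusted p = 0.0158 from limma's camera), interferon-stimulated genes (0.00186), histones (0.00186), intestinal differentiation (0.00164) and mesenchymal genes (8.78e-04). The knockdowns also differed in 2 genes that moved in opposite directions, AQP3 (2.309) and ALPPL2 (2.934). ALPPL2 and its paralog ALPP, with which it may share reads, are both among the 7 measured genes of the intestinal list.

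The fold changes of the knockdowns varied together. Shared controls are a technical explanation. The covariance of the fold changes, 0.03286, lay above the highest of the 100 simulated covariances, 0.02383. Spread between libraries of a group, carried through a shared control group, is therefore not the whole cause. The simulations held no shift common to all control libraries, so part or all of the excess may still come from the shared controls. A biological candidate is a lower LSH mRNA in shUSP11, and HELLS stood at -0.015 there, with a lower bound of -0.136 at 2 standard errors, against the bound of -0.226 set beforehand from its fall in shLSH, so it is not the cause. The abundance of LSH protein was not measured in these data, and a shared effect through it may remain, as may an effect of any hairpin against the control hairpin, for which 1 control hairpin gives no test.

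Genes lower in a single knockdown could be silenced through the seeds of the hairpins. Of 111 genes lower in shLSH alone below -0.5 with a 3' UTR, 24 (21.6%, 95% interval up to 30.4%) held a seed site of either LSH hairpin, against 20.4% of all genes, and of 184 lower in shUSP11 alone, 36 (19.6%, interval up to 26.0%) held one of either USP11 hairpin, against 22.9%. Direct silencing through these 3' UTR sites is therefore not the cause of most of these falls. Other kinds of match to a hairpin and indirect effects were not tested, so off-target silencing as such stays open. The test written before looked at all genes with a site, and it met its prediction for the hairpin in exon 21 of HELLS: the mean difference was 0.0243 in shLSH, lower than for each of 100 other sites (median 0.0393), and in shUSP11 59 of 100 other sites were as low, so a small seed effect over all genes stays open. For the USP11 hairpin in exon 13, 0 of 100 other sites were as low in shUSP11, but 2 of 100 were in shLSH, so its trend was not specific.

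Mitotic genes were higher in both knockdowns. Their median log2 level was 3.47, 3.39 and 3.47 in shCtr, 3.93, 3.76 and 3.93 in shLSH and 3.65, 3.69 and 3.80 in shUSP11, higher in each of 6 knockdown libraries than in each control library. After correction for exon length, GC content and mean level, 91.3% of the median was left in shUSP11 and 102% in shLSH, and without any 1 control library at least 98.5% was left, so neither a length or GC trend nor a single control library is the cause. A larger share of cells in mitosis is a candidate explanation that RNA of whole cultures cannot separate from higher expression per cell, and a difference in culture density between groups may also play a part.

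The number of called genes was also set against other splits of the 6 libraries of each comparison. The real split gave 41, 66 and 61 genes and the highest other split 1, 1 and 1, so 1 of 10 splits reached the real count each time, and 10 splits cannot give a share under 0.05.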

How the results depend on the processing

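The alternatives of voom, genes under 200 bases left out and limma's treat were chosen only after the results were seen. The DESeq2 test of the design needs counts and was not run, and glmTreat was not run for the same reason.

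Of 301 gene results, 261 passed the threshold on adjusted p, 24 of these lost it in at least 1 alternative, 6 others gained it and 0 reversed. Of 39 list results past the threshold, 24 lost it in some alternative and 0 reversed. The falls of HELLS, USP11 and CYP24A1 stayed past an adjusted p of 0.05 in all 18 settings of the fit. With each library left out in turn, HELLS was -0.722 to -0.627 in shLSH and USP11 -1.283 to -1.207 in shUSP11, and the correlation of the fold changes was 0.482 to 0.592.

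Counts of called genes moved with the fold threshold, the pseudocount and voom. The main counts were 25 higher and 16 lower in shLSH, 28 and 38 in shUSP11, 7 and 3 in both and 38 and 23 in the direct contrast. With a pseudocount of 0.1 they were 77 and 42, 59 and 81, 20 and 5, and 84 and 46, since a smaller pseudocount shrinks the changes of weakly expressed genes less. With voom on the recovered reads (12016 genes) they were 55 and 52, 51 and 94, 14 and 8, and 74 and 43. Without a fold threshold they were 1773 and 1272, 1686 and 1446, 802 and 519, and 1409 and 1087. The share of genes higher among these was 58.2% in shLSH and 53.8% in shUSP11, and it fell under 50% with median-ratio scaling (47.3% and 48.3%) and upper-quartile scaling (47.4% and 44.7%), so the excess of higher genes turned into an excess of lower genes. With log2 fold changes over 0.5 the counts were 276 and 210, 213 and 288, 75 and 59, and 280 and 216. With treat at 0.5, 30 genes were lower in shLSH, 66 lower in shUSP11, 6 lower in both and 37 lower in the direct contrast. With unadjusted p under 0.05, 5 genes were lower in both. With median-ratio or upper-quartile scaling, 25 genes were lower in shLSH. These scalings moved the median log2 fold change in shLSH from 0.028 to -0.003 and -0.008. Such a shift carries genes just short of the fold threshold past it. With at least 1 CPM in 3 libraries (14987 genes), 16 genes were higher in shLSH, and without the 428 genes under 200 bases 15 were higher in shLSH, 16 higher in shUSP11 and 4 higher in both, where other genes are tested.

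With each library left out in turn, 24 to 36 genes were higher and 15 to 21 lower in shLSH, 25 to 41 higher and 37 to 45 lower in shUSP11, 5 to 9 higher and 2 to 4 lower in both, and 34 to 39 higher and 22 to 33 lower in the direct contrast.

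The glucose list was the least stable of the lists for the paper's terms. Its median was -0.048 in shLSH and -0.084 in shUSP11. It lost its call without a filter (-0.016 with adjusted p = 0.0807 in shLSH, -0.016 with adjusted p = 0.117 in shUSP11), with at least 1 CPM in 3 libraries (-0.03 and -0.061, adjusted p = 0.0976 and 0.15) and with an estimated correlation (-0.048 and -0.084, adjusted p = 0.114 and 0.0908). With each library left out, it ranged from -0.053 to -0.024 in shLSH, with no call without shCtr 1 (-0.042), shCtr 2 (-0.039), shLSH 2 (-0.024) or shUSP11 1 (-0.048), and from -0.112 to -0.067 in shUSP11. Its overlap with genes lower in both was 3, and 2 to 4 with each library left out, past the threshold without shLSH 2 (4, adjusted p = 0.0439) and without shLSH 3 (4, adjusted p = 0.0156), and was 5 with voom (adjusted p = 0.0228). The cause was not tested. The calcium list passed only with fry, in shLSH (0.079, adjusted p = 6.48e-04), which tests the list by itself and not against other genes.

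Lists called numbered 5 higher and 15 lower in shLSH and 4 higher and 15 lower in shUSP11. With an estimated correlation 4 were higher and 5 lower in shLSH, and 2 were higher and 4 lower in shUSP11. With fry 9 were higher and 20 lower in shLSH, and 8 were higher and 19 lower in shUSP11.

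Libraries share only a number between groups. The fit with a replicate block called 25 higher and 14 lower in shLSH, 28 and 38 in shUSP11, 6 and 3 in both, and 37 and 24 in the direct contrast. Residuals of same-numbered libraries correlated at -0.16 to 0.133, and 2 of 9 libraries were closest to a library of their own number.

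At the depth of these libraries 1 read was 0.0596 to 0.0695 CPM, so genes under 1 CPM rest on few reads. In the simulated data, 95% in shLSH and 96% in shUSP11 of genes with a log2 change of 1.5 passed the adjusted p, and 78% and 84% were called, with recovered medians of 1.24 and 1.23 on the log2(FPKM + 1) scale, so most of the misses came from the fold threshold on this scale.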

Differences from the paper's values

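Voom on the recovered reads, the ontology terms of the deposited table and the overlap below -0.5 were chosen only after the results were seen. The thresholds here followed the legend of Fig. 5A (fold change over 2 and p under 0.05, taken as an adjusted p). The fold change was taken on log2(FPKM + 1), which asks for more than a 2-fold change in FPKM, most of all for weakly expressed genes. The counts here are therefore stricter for such genes than a fold change of FPKM would be.

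The paper states 17 genes upregulated in both knockdowns, and 7 were found here. Of the alternatives set before the data were examined, only a pseudocount of 0.1 (20 genes) came within the limits, and all others did not. The limits for counts compare only the number of genes, not which genes they are. Of the 17 higher genes of Fig. 5D, 8 were called in both with a pseudocount of 0.1, and of its 4 lower genes, 2 in the main test. For genes lower in both, where the paper states 4, 3 were found here, which is within the limits, and 2 with at least 1 CPM in 3 libraries, without shCtr 3 and without shLSH 1. For genes upregulated in shLSH alone, Fig. 5C gives about 40, read by eye, and 18 were found here. A pseudocount of 0.1 (57) and leaving out shLSH 2 (27) came within the limits, and no other alternative set before did. For genes upregulated in shUSP11 alone, Fig. 5C gives about 38, and 21 were found here, with a pseudocount of 0.1 (39), without shCtr 1 (31), without shUSP11 1 (35) and with unadjusted p (32) within the limits and no other. For genes downregulated in shLSH alone, Fig. 5C gives about 40, and 13 were found here, with only a pseudocount of 0.1 (37) within the limits. For genes downregulated in shUSP11 alone, Fig. 5C gives about 120, and 35 were found here, with no alternative set before within the limits, the nearest at their thresholds being a pseudocount of 0.1 (76).

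For CYP24A1, Fig. 5A gives a log2 fold change of about -2.5 in shLSH and about -2.1 in shUSP11, read by eye, and the values here were -2.024 and -1.789. The mean FPKM were 11.42 in shCtr, 2.051 in shLSH and 2.594 in shUSP11. Log2 ratios of these means lie near the values of Fig. 5A, so the difference comes from the 1 added to FPKM before the log. A pseudocount of 0.1 gave -2.42 and -2.096, within the limits, and no other alternative set before did. Voom on the recovered reads, chosen after seeing the values, gave 14 genes higher and 8 lower in both, 41 and 37 higher in shLSH alone and in shUSP11 alone, 44 and 86 lower in each alone, and CYP24A1 at -2.505 and -2.161, and it dropped 8 of the 17 higher genes of Fig. 5D, GJA1 among them, which it did not test, and called the other 9 and all 4 lower genes. The correlation of the fold changes, 0.523, is over all genes tested and matches the number printed in Fig. 5B, whose legend speaks of differentially expressed genes. Over the 4714 genes changed in at least 1 comparison it was 0.556.

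Of the genes of Fig. 5D, 4 of the 17 higher and 2 of the 4 lower were called in both knockdowns, and 7 were not tested for a mean under 1 FPKM. With no filter, or with at least 1 CPM in 3 libraries, these 7 were tested and none was called in both. Both settings add 1 to FPKM, which makes the fold threshold hard to pass at these levels, so this does not weigh against Fig. 5D. With a pseudocount of 0.1, 8 and 3 were called, with median-ratio or upper-quartile scaling 4 and 3, and without a fold threshold or with log2 fold changes over 0.5, 10 and 4. Leaving out shCtr 2 or shLSH 2 gave 4 and 3, and voom, chosen after seeing the values, 9 and 4, with 8 not tested. SPARC, which Fig. 5A names as higher in shLSH, was not tested at a mean under 1 FPKM (0.168 in shCtr and 1.21 in shLSH). Fig. 5C prints MT2P2 where Fig. 5D prints MT2P1.

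The paper states that CYP24A1 was the most significantly downregulated gene. In shLSH, AREG had a smaller adjusted p (3.74e-08) than CYP24A1 (1.51e-07), while CYP24A1 had the largest fall there, the smallest adjusted p in shUSP11 (1.2e-06) and the largest fall and smallest adjusted p among genes lower in both.

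The paper reports enrichment of calcium regulation, and a potential link to glucose metabolism, from an ontology analysis. By the legend of Fig. 6H it used genes lower in both knockdowns. Whether Fig. 6H rests on the 4 genes that the paper gives as lower in both, and its ontology release, are not stated in the sources used here. The 519 genes set against the lists were called without a fold threshold, so the inputs are not known to match. The lists used here held 1 of 39 calcium genes (adjusted p = 1, one-sided Fisher's exact test) and 3 of 24 glucose genes (adjusted p = 0.135), and 4 glucose genes without shLSH 2 (0.0439) or without shLSH 3 (0.0156), and voom, chosen after seeing the values, gave 5 (0.0228). The deposited table's own terms, chosen after seeing the values, gave 1 of 50 and 1 of 37 (adjusted p = 1 for each). Of the other terms of Fig. 6H, hypoxia was enriched with the lists (5 of 27, adjusted p = 0.0298), with an odds ratio of 5.56. Among the 59 genes below -0.5 in both, chosen after seeing the values, it had 1 gene, with an odds ratio of 8.64 and no call (adjusted p = 0.306). Lipid homeostasis (3 of 22, adjusted p = 0.135) passed with no filter (0.00773), without shCtr 2 (0.0465) and without shLSH 2 (0.0439), Wnt targets (2 of 17, adjusted p = 0.23) passed with no filter (0.0477), and iron ion homeostasis (3 of 19, adjusted p = 0.135) passed with no filter (2 genes, 0.0477) and with the table's terms (14 of 51, adjusted p = 9.48e-08).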

Other observations

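No result of this part was tested in a way chosen only after the result was seen, except where said.

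Among targets of Wnt signalling, 8 of 17 were higher and 5 lower in shLSH and 8 higher and 3 lower in shUSP11 (8 and 6, and 8 and 4, adjusted over the list alone; camera adjusted p = 0.0925 and 0.0907). The list was called higher with no filter (adjusted p = 0.0209 and 0.0167), with at least 1 CPM in 3 libraries (0.0462 and 0.0345), with fry (4.64e-05 and 6.49e-04), in shUSP11 without shCtr 2 (0.0488) and in shLSH with voom, chosen after seeing the data (0.0251), and had an adjusted p of 0.228 in each with an estimated correlation. AXIN2, a feedback inhibitor of the pathway, rose by 0.94 and 0.44, and the cotransporter SLC12A2 by 1.09 and 0.72. BMP4 rose by 0.60 in shLSH alone (direct contrast 0.56, adjusted p = 7.31e-05 from limma), and DKK1, another secreted inhibitor, fell by 0.16 in shLSH and 0.82 in shUSP11. Of 3 measured metallothioneins, MT1E and MT2A fell in both knockdowns. MT1E stood at -0.92 in each and MT2A at -0.69 and -1.06 (list adjusted p = 0.00219 and 0.00178, and adjusted p = 0.0515 and 0.0514 with an estimated correlation). Among TGF-beta targets, 5 of 19 were lower and 3 higher in shLSH and 8 lower and 2 higher in shUSP11 (7 and 3, and 10 and 4, adjusted over the list alone; adjusted p = 0.0925 and 0.0195, the latter 0.086 as an adjusted p with an estimated correlation). BHLHE40, a clock and hypoxia repressor, fell by 0.97 and 0.74 and ID1 by 0.66 and 0.57. Genes of EGFR and ERK signalling moved both ways (9 of 23 higher and 8 lower in shLSH, 7 and 5 in shUSP11, adjusted p = 0.988 and 0.557). EREG, a ligand of EGFR like AREG, fell by 0.97 in shLSH (direct contrast -0.91, adjusted p = 2.06e-05), and DUSP6, a phosphatase of ERK, rose by 0.66 and 0.79.

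Of 14 keratins and squamous genes, 8 were lower and 2 higher in shLSH and 9 lower and 3 higher in shUSP11 (8 and 2, and 9 and 3, adjusted over the list alone; adjusted p = 0.00219 and 4.11e-04, and adjusted p = 0.145 and 0.111 with an estimated correlation). KRT80 fell by 0.30 and 1.18 and KRT18 by 0.61 and 0.56, while KRT8 and KRT18 overlap on opposite strands. Hypoxia genes were lower for 7 of 27 in shLSH and 8 of 27 in shUSP11 and higher for 3 and 1 (10 and 3, and 9 and 1, adjusted over the list alone; adjusted p = 0.00964 and 0.0291, and adjusted p = 0.0657 and 0.0921 with an estimated correlation). In shUSP11 the adjusted p was 0.0632 without shUSP11 1. Of 10 genes of vitamin D signalling, 3 were higher and 2 lower in shLSH and 4 lower in shUSP11 (adjusted p = 0.331 and 0.00659, and adjusted p = 0.39 and 0.0678 with an estimated correlation). CYP24A1 itself is a member, at -2.02 in shLSH and -1.79 in shUSP11, so the list is not separate from its fall. In shUSP11 the list had a median of -0.131 and a mean of -0.319. VDR, the vitamin D receptor, stood at 0.29 in shLSH (adjusted p = 0.0133, and 0.0501 without shLSH 3) and at 0.08 in shUSP11 (adjusted p = 0.43).

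LSH mRNA bears on the paper's account of LSH stability, and HELLS stood at -0.02 in shUSP11 and USP11 at 0.01 in shLSH (standard errors 0.061 and 0.058). Of the ferroptosis genes that the paper names as LSH targets, SCD fell by 0.78 in shLSH and 0.27 in shUSP11 (adjusted p = 9.49e-06 and 0.00284). ACSL4 fell by 0.37 in shLSH and stood at 0.06 in shUSP11 (adjusted p = 0.00752 and 0.569, direct contrast -0.43, adjusted p = 0.0033). SLC7A11 stood at -0.15 in shLSH and fell by 0.68 in shUSP11 (adjusted p = 0.252 and 8.43e-04, direct contrast 0.53, adjusted p = 0.00303). FADS2 stood at 0.11 and 0.08 (adjusted p = 0.266 and 0.419). Of 26 drivers of ferroptosis, 9 were lower and 1 higher in shLSH and 7 lower and 2 higher in shUSP11 (11 and 4, and 7 and 2, adjusted over the list alone; adjusted p = 0.00185 and 0.0907, and adjusted p = 0.0515 and 0.191 with an estimated correlation), among them SAT1 at -0.42 and -0.78. ALOX5AP and CBS were listed at 0 FPKM in all shCtr libraries and were not tested. Of the other genes the paper names, GPX4 stood at -0.12 and -0.19 (adjusted p = 0.272 and 0.0993), WDR76 stood at -0.05 in both (adjusted p = 0.493 and 0.484), NFE2L2, which encodes NRF2, at 0.06 and -0.05 (adjusted p = 0.385 and 0.527) and DCAF8 at 0.08 and -0.23 (adjusted p = 0.362 and 0.0244). With no filter, DCAF8 in shUSP11 had an adjusted p of 0.0639 from limma.

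Few markers of other cell types were measurable. Of the 9 fibroblast genes in the file 1 was tested, COL1A1 (12.4 FPKM), of 11 haematopoietic genes HLA-DRA (10.7 FPKM), and of 8 endothelial genes none, with ENG highest at 0.906 FPKM. COL1A1 stood at 0.39 and 0.13 and HLA-DRA at 0.46 and -0.08. The 13 genes encoded in mitochondria, listed as a sign of RNA quality, had medians of -0.03 and 0.00 (adjusted p = 0.91 and 0.688).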
